# Dysbacteriosis-Derived Lipopolysaccharide Causes Embryonic Osteopenia through Retinoic-Acid-Regulated DLX5 Expression

**DOI:** 10.3390/ijms21072518

**Published:** 2020-04-04

**Authors:** Lingsen You, Liwei Zhu, Pei-zhi Li, Guang Wang, Hongmei Cai, Jinhuan Song, Denglu Long, Zachary Berman, Li Lin, Xin Cheng, Xuesong Yang

**Keywords:** microbiota dysbiosis, LPS, lipopolysaccharide, embryos, bone formation, osteopenia, *Dlx5*, RA, retinoic acid

## Abstract

Growing evidence suggests an adverse impact of gut microbiota dysbiosis on human health. However, it remains unclear whether embryonic osteogenesis is affected by maternal gut dysbacteriosis. In this study, we observed that elevated lipopolysaccharide (LPS) levels led to skeletal developmental retardation in an established mouse model of gut microbiota dysbiosis. Using chick embryos exposed to dysbacteriosis-derived LPS, we found restriction in the development of long bones as demonstrated by Alcian blue and alizarin red staining. Micro-CT and histological analysis exhibited decreased trabecular volume, bone mineral density, and collagen production, as well as suppressed osteoblastic gene expression (*Ocn*, *Runx2*, *Osx*, and *Dlx5*) in chick embryonic phalanges following LPS treatment. Atomic force microscopy manifested decreased roughness of MC3T3-E1 cells and poorly developed matrix vesicles (MVs) in presence of LPS. The expression of the aforementioned osteoblastic genes was suppressed in MC3T3-E1 cells as well. High-throughput RNA sequencing indicated that retinoic acid (RA) may play an important role in LPS-induced osteopenia. The addition of RA suppressed *Dlx5* expression in MC3T3-E1 cells, as was also seen when exposed to LPS. Quantitative PCR, Western blot, and immunofluorescent staining showed that retinoic acid receptor α (RARα) was upregulated by LPS or RA treatment, while the expression of DLX5 was downregulated. CYP1B1 expression was increased by LPS treatment in MC3T3-E1 cells, which might be attributed to the increased inflammatory factors and subsequently activated NF-κB signaling. Eventually, blocking RA signals with AGN193109 successfully restored LPS-inhibited osteoblastic gene expression. Taken together, our data reveals that maternal gut microbiota dysbiosis can interfere with bone ossification, in which *Dlx5* expression regulated by RA signaling plays an important role.

## 1. Introduction

There are 300–500 different strains of bacteria colonized in each human intestinal tract [1]. Human health is closely linked to the commensal gut microbiota which establishes a complicated interaction between the bacterial communities and human host [2]. These resident bacteria help prevent invasion of alien microbes, provide nutrition to intestinal epithelium, and promote immune/neuroendocrinal modulation under normal physiological conditions [3,4], suggesting that the gut microbiota exerts a pivotal function on regulating host processes [5]. An increasing number of studies have shown that the microbial community influences host developmental processes such as organ development and morphogenesis, as well as normal development of the fetus during pregnancy [4]. Homeostasis between host and gut microbiota is maintained by constant intense crosstalk. However, dysbiosis of gut microbiota is not rare and is worsened with diet, obesity, excessive stress or inflammation, insulin resistance, metabolic syndromes, and antibiotic misuse [6,7].

In the setting of dysbiosis, the microbiota and their metabolites could lead to the development of pathogens. With pathogenic bacterial overgrowth, there is local intestinal inflammation which may lead to many other systemic diseases via the complex interplay between human host and bacteria [8]. Lipopolysaccharide (LPS), the major component in the outer membrane of Gram-negative bacteria, is found to be increased in the blood with gut microbiota dysbiosis [9,10]. When the concentration of LPS is increased to two to three times that of normal values, it reaches the threshold of metabolic endotoxemia, which may interfere with several aspects of normal host physiological function [11,12]. Previous studies have proven that an elevated maternal LPS can lead to LPS reaching fetuses by passing through the placental barrier [13]. Once through this barrier, the microbiota-dysbiosis-derived LPS could negatively affect fetal development and cause intrauterine fetal demise in severe cases [14].

Toll-like receptor 4 (TLR4), the innate immune receptor of LPS, interacts with LPS to activate NF-κB signaling to induce subsequent biological effects [15]. There have been many reports about the deleterious effects of maternally derived LPS, such as leading to embryonic death [16,17], impairing spermatogenesis in mice offspring [18,19], negatively impacting blastocyst implantation, and causing fetal growth retardation or malformation [19,20,21]. However, the knowledge of the effect of maternally-derived LPS during gestation on embryonic osteogenesis is quite limited. This is important given that skeletal abnormalities are usually accompanied with intrauterine growth retardation [22]. The Developmental Origins of Health and Disease (DoHaD) hypothesis suggests that low birth weight can permanently influence or “program” long-term development and disease in later life. From this perspective, a more complete insight of the fetal development is of importance to understand the pathogenesis of adult disease [23,24].

Vertebrate skeletal development is accomplished by either endochondral or intramembranous ossification. Osteoblasts, originating from mesenchymal cells, are responsible for bone matrix formation, playing a central role during bone development [25]. Advances in skeletal genetics have identified key regulators of osteoblast differentiation and function, such as Runt-related transcription factor 2 (*Runx2*) and osterix (*Osx*) [26]. Recent observations have identified distal-less homeobox 5 (*Dlx5*) as an important transcriptional factor involved in determining osteoblast lineage differentiation as well as modulating *Runx2* and *Osx* gene expression. *Dlx5*, expressed from the very early stages of bone development, eventually disappears in fully differentiated osteocytes and acts at multiple stages of osteogenesis. Several studies have highlighted that *Dlx5* plays a vital role in the modulation of osteogenesis by controlling the expression of bone-related genes [26,27,28].

In this present study, mouse and chick embryos were employed to explore the influence of gut microbiota dysbiosis derived LPS exposure on osteogenesis. To address the corresponding molecular mechanisms, RNA sequencing techniques were used to detect changes in signaling pathways at the early stages, when *Dlx5* is beginning to be specifically expressed in the ectoderm of the presumptive limb-forming regions of the lateral plate, but not in the intervening non-limb-forming prospective flank [29]. Our results show that LPS exposure leads to changes in the retinoid metabolism pathway, which implies that retinoic acid (RA) might affect the function of *Dlx5*. Next, in vitro cell culture experiments demonstrated that the elevation of RA leads to a downregulated expression of *Dlx5*, which subsequently impaired bone formation.

## 2. Results

### 2.1. Retardation of Embryonic Skeleton Development Was Observed in Both Pregnant Mice with Lincomycin Hydrochloride (LH)-Induced Dysbacteriosis and Chick Embryos Treated by LPS

To investigate the effects of maternal dysbacteriosis on embryonic skeleton development, we created a dysbacteriosis mouse model through injection of LH (Figure 1A). LH treatment led to an increase of Gram-negative bacteria and reduction of Gram-positive bacteria. The imbalance of intestinal flora was associated with an elevated level of LPS in the serum, which suggested that the mouse model was successfully established (Figure 1B,C). Compared to control E14.5 mice embryos, embryonic sizes and body weights, as well as fore- and hind-limb lengths, were all significantly reduced in the LH-treated group (Figure 1D–H). Next, we mimicked the LH-induced mouse model with chick embryos by exposing to LPS (Figure 1I). Higher mortality, lower body weights, and elevated levels of serum LPS were seen in LPS-treated chick embryos when compared to controls (Figure 1J–L). Alcian blue–alizarin red double-staining demonstrated that LPS treatment led to smaller skeletons of E17 chick embryos and shorter long bones, such as the tibia, femur, humerus, ulna, radius, and phalanges (Figure 1M–T), suggesting that dysbacteriosis-induced LPS elevation could appreciably arrest embryonic osteogenesis.

To determine the effects of dysbacteriosis on ossification, we implemented micro-CT on E17 chick phalanges (Figure 2A,B). This showed that LPS exposure was associated with the reduction of relative bone volume (bone volume fraction, BV/TV), trabecular numbers (Tb.N), trabecular thickness (Tb.Th), bone mineral density (BMD), enhanced porosity, and trabecular separation (Tb.Sp) (Figure 2C–H). Hematoxylin and eosin (H&E), Picrosirius red, and von Kossa staining was performed on the longitudinal sections of phalanges to quantitatively measure relative bone area, collagen type I (COL1) area, and mineralized area. This demonstrated significant suppression of bone formation by LPS treatment (Figure 2I–N). Immunofluorescent staining found that LPS treatment dramatically inhibited COL1 expression (Figure 2O,P); similar results were obtained by quantitative PCR (qPCR), in which collagen type I alpha 1 (*Col1α1*) and alpha 2 (*Col1α2*) expression at mRNA level was suppressed in the presence of LPS (Figure 2Q,R). The ratio of *Col1a1*/*Col1a2* was also notably affected by LPS exposure (Figure 2S). These data imply that dysbacteriosis-induced LPS elevation may cause the decreasing bone mass formation during embryonic osteogenesis.

### 2.2. Downregulation of DLX5 Was Responsible for Aberrant Skeleton Development Induced by LPS Exposure in Chick Embryos

To explore the mechanism of aberrant skeleton development induced by dysbacteriosis-elevated LPS, we evaluated the expression of osteogenesis-related genes in E17 chick embryos exposed to LPS (Figure 3). Combined immunofluorescent staining and Western blot data showed that osteocalcin (OCN/BGLAP) expression was significantly depressed in presence of LPS (Figure 3A,B). qPCR confirmed that the expression of *Ocn* and also alkaline phosphatase (*Alpl*/*Tnap*), osteonectin (*On*/*Sparc*), and bone sialoprotein (*Ibsp*) were all downregulated in the LPS-treated group. Osteopontin (*Opn*/*Spp1*) was not depressed (Figure 3C). Immunofluorescent staining of RUNX2 and OSX demonstrated that their expressions in the E17 chick phalanges were dramatically suppressed by LPS treatment (Figure 3D,E). Analysis with the STRING (Protein–Protein Interaction Networks, Functional Enrichment Analysis) database demonstrates that DLX5 plays a vital role among the protein–protein interactions during osteoblastogenesis through its control of the expression of downstream genes such as OCN, ON, IBSP, RUNX2, and OSX (Figure 3G). Subsequent qPCR, immunofluorescent staining, and Western blot data confirmed that DLX5, RUN2, and OSX were downregulated in presence of LPS (Figure 3D–F,H,I).

To investigate the possible underlying reasons for suppressed osteogenic differentiation, we studied the morphology of osteoblasts following exposure to LPS in vitro (Figure 4). F-actin staining showed the morphological change of MC3T3-E1 cells following LPS exposure after 7 days (Figure 4A,B). Atomic force microscopy (AFM) data demonstrated that LPS treatment increased the ratio of cell length to width, while Rq (root-mean-square roughness) and Ra (average roughness) of the MC3T3-E1 cells were significantly decreased in presence of LPS compared to controls (Figure 4C–E). Under AFM, the heights of the released MVs were considerably reduced in the presence of LPS (Figure 4F,G). This was further confirmed by transmission electron microscopy (TEM) analysis on the diameter of the MVs, as well as the mRNA expression of MV-associated markers phosphoethanolamine/phosphocholine phosphatase 1 (*Phospho1*), tissue nonspecific alkaline phosphatase (*Tnap*), ectonucleotide pyrophosphatase/phosphodiesterase 1 (*Npp1*), *CD63*, and *CD9* (Figure 4H,I).

We next cultured MC3T3-E1 cells in osteogenic differentiation medium with the addition of LPS to evaluate the effects of LPS on osteoblastic function. The results of alizarin red staining showed that LPS significantly decelerated the mineralization of MC3T3-E1 micromass cultures, as well as monolayer cultures, when compared with controls (Figure 5A). Meanwhile, the expression of OCN was significantly suppressed at day 7 by LPS exposure (Figure 5B–D). qPCR data further showed that the expressions of *Ocn*, *On*, *Alpl*, *Ibsp*, *Col1*α*1*, and *Col1*α*2* were suppressed by LPS treatment while the ratio of *Col1α1*/*Col1α2* increased (Figure 5E,F). OSX, RUNX2, and DLX5 immunofluorescent staining as well as qPCR showed that LPS treatment inhibited these gene expressions at both mRNA and protein levels in MC3T3-E1 cells (Figure 5G–O). Taken together these in vitro data suggest that LPS exposure inhibited osteogenesis through its effect on the expressions of these vital osteogenic genes, as was also seen in vivo.

### 2.3. RA Metabolism Played an Important Role on LPS-Induced Abnormal DLX5 Expressions

To fully elucidate the mechanism of abnormal osteogenic gene expressions, we next focused on DLX5, the activator of the transcription factors regulating osteogenesis. DLX5 exerts function from the very early stages of bone development. 

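Messenger RNA of whole chick embryos at Hamburger and Hamilton stage HH10 was sequenced in 3 control and 3 LPS-treated samples. The sample labels state that embryos in EC culture, a culture of the early blastoderm outside the egg, received LPS at 10 μg/mL or PBS from stage HH0 on. The methods of the paper describe injection of LPS at 10 μg/mL or saline into the air chamber of the egg. A company carried out the sequencing and its analysis, and the paper's text names no aligner, genome build, unit, test or threshold for the RNA sequencing. Its statistics section names analysis of variance and a two-tailed test for the paper as a whole. The deposited table gave 1 value per sample for each of 38118 Ensembl transcripts of 24881 genes. Of these genes, 12376 had no symbol. The unit was not named and was inferred to be FPKM (fragments per kilobase of transcript, scaled by the number of fragments in the library), as the values were not whole numbers and the columns did not share a sum. The columns summed to between 576511 and 584837 in the control samples (median 579531) and to between 619113 and 624000 in the LPS-treated samples (median 622712). No read counts were given, so the depth of each sample is unknown. Transcript values were added up for each gene. The 10751 genes with at least 1 FPKM in at least 3 samples were compared between the groups with limma on log2(FPKM + 1), with its trend and robust options and Benjamini-Hochberg adjustment. Lists of genes were written by hand, since the pathway tables of KEGG were not at hand, and were fixed before the data were examined. Each list was tested with camera, which asks whether its genes shift together relative to all other genes.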

We implemented RNA sequencing to screen for gene expression changes in E1.5 chick embryos exposed to LPS. GO annotations analysis was used to establish the affected signal pathway caused by LPS exposure, including those related to the biological processes, cellular components, and molecular functions (Figure 6A). The genes involved with development and metabolism proved to be closely related to dysbacteriosis. This was further enriched by KEGG analysis which revealed that retinoid metabolism underwent a significant change following LPS treatment (Figure 6B). This was subsequently verified by the results determining the RA level in both E17 chick phalanges and MC3T3-E1 cells exposed to LPS (Figure 6C,D). 

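Of the 10751 genes tested, 1141 had an adjusted p under 0.05 between LPS-treated and control embryos, 574 of them higher and 567 lower after LPS. The change was at least 1 on the log2 scale in 175 of these genes. The 3 LPS-treated and the 3 control samples did not overlap in 33.6% of the genes tested, against 10% by chance. The alternative that raised the count most was chosen after the data were seen and scaled every column to the same sum. It gave 2377 genes, of which 446 were higher and 1931 lower, and it moved the median log2 fold change of all genes from −0.023 to −0.11. Among named genes with a mean of at least 5 FPKM and no overlap between the groups, the largest rises were those of SDE2, HBE, HBAA, NUP88 and ASTL. HBE, an embryonic globin gene, had 11.0 ± 1.70 FPKM (SD, n = 3) in control and 212 ± 13.8 FPKM (SD, n = 3) in LPS-treated embryos. HBAA, also a globin gene, rose from 4.19 ± 0.911 to 84.3 ± 8.70 FPKM, and ASTL rose from 15.3 ± 0.896 to 147 ± 1.11 FPKM. SDE2 was listed at 0 in every control sample and at 13.3, 21.1 and 24.5 FPKM after LPS. NUP88 was listed at 0.06, 0 and 3.55 FPKM in the control samples and at 14.5, 17.7 and 11.6 FPKM after LPS. Its adjusted p of 0.0254 rose to between 0.0753 and 0.0874 in 5 of the 6 fits that left out 1 sample. The largest falls were those of SNORD97, DTX4, TOMM70, RABEPK and ISCA2. SNORD97 had 31.4, 77.9 and 80.0 FPKM in the control samples, and DTX4 had 18.9, 15.9 and 14.2 FPKM. Both were listed at 0 in every LPS-treated sample. TOMM70 fell from 10.3 ± 4.34 FPKM to 0.030 ± 0.052 FPKM, RABEPK from 25.3 ± 2.06 to 5.49 ± 0.395 FPKM and ISCA2 from 10.7 ± 0.754 to 2.45 ± 1.27 FPKM. SDE2, SNORD97, DTX4 and TOMM70 were at or near 0 in a whole group. A variant of the reference or a difference in transcript assignment was not tested for these genes.

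For development, lists of markers of 3 tissues were tested. In the list for the neural tube and neural crest, 17 of 21 genes were lower after LPS, with a median log2 fold change of −0.34 and an adjusted p of 9.11e-05. Of its genes, 6 passed 0.05 over all genes tested, 1 of them higher, and 12 passed when adjusted over the list alone. In the heart list, 12 of 16 genes were lower, with a median of −0.23 and an adjusted camera p of 0.0206. Of the heart genes, 8 passed 0.05 over all genes tested, 2 of them higher, and 9 passed when adjusted over the list alone. The adjusted p of the heart list was 0.0528 without LPS sample 1. With every column scaled to the same sum, it was 0.0560, with a median of −0.31. The list for somites and paraxial mesoderm held 15 genes, 7 higher and 8 lower, with an adjusted camera p of 0.0711. Of these genes, 7 passed 0.05 over all genes as well as adjusted over the list alone, 5 of them higher. Of 19 lists tested, 12 passed an adjusted p of 0.05 with camera's preset correlation. All 12 also passed under fry, a rotation test of whether a list changed at all, not relative to other genes. Under fry, 15 of the 19 lists passed. With a correlation estimated from the data, 5 of the 12 passed. The neural list was among these 5 and the heart list was not.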

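The list for retinol metabolism held 56 symbols, of which 22 were in the deposited table and 12 were tested. Of these 12 genes, 8 were higher and 4 lower in LPS-treated embryos, with a median log2 fold change of 0.088. The camera p was 0.0207, or 0.0358 after adjustment over the lists. It was 0.0714 with an estimated correlation and 1.68e-04 under fry. The mean log2 value of the list was 3.86 and 3.83 in LPS samples 1 and 2, above the 3.68 to 3.72 of the control samples, and 3.65 in LPS sample 3, below all of them. The adjusted p was above 0.05 in 4 of the 6 fits that left out 1 sample (0.0507 to 0.0605). The median was 0.14 without LPS sample 3, 0.051 and 0.056 without LPS sample 2 and 1, and 0.043 without control sample 3. With every column scaled to the same sum, the median was 0.0057 and the adjusted camera p was 0.0566. CYP26A1, which encodes an enzyme that degrades retinoic acid, was the only gene of the list with an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, 4 genes passed. CYP26A1, DHRS4 and ALDH1A1 were higher and RDH14 was lower, of which DHRS4 and RDH14 were named only after their values were seen.

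The genes with an adjusted p under 0.05 were also counted in the 10 pathways of Fig. 6B, against the 883 of 7664 named genes (11.5%) that passed. In the retinol metabolism list, 1 of 12 genes (8.33%) passed (one-sided Fisher's exact test, p = 0.770). The number was 2 of 11 for chemical carcinogenesis (p = 0.367 from the same exact test), 1 of 9 for drug metabolism (exact p = 0.668), 0 of 8 for xenobiotic metabolism (exact p = 1, with 1 gene at an unadjusted p under 0.05) and 1 of 13 for steroid hormone biosynthesis (exact p = 0.797). After adjustment over the 10 lists, 4 lists passed 0.05. These were glycolysis and gluconeogenesis with 12 of 30 genes, fat digestion and absorption with 8 of 15 (both 4.60e-04), glycine, serine and threonine metabolism with 10 of 24 (5.62e-04) and complement and coagulation cascades with 10 of 29 (0.00251). In each of these 4 lists, 6 of the tested genes are also in another list, so the results of the lists are not independent. For basal cell carcinoma, 8 of 38 genes passed (adjusted exact p = 0.128). With every column scaled to the same sum, only fat digestion and absorption remained past 0.05. By camera, the adjusted p was 2.76e-10 for the complement list (median log2 fold change 0.28), 9.11e-05 for glycolysis (0.11), 4.82e-04 for fat digestion (0.21) and 0.0109 for chemical carcinogenesis (0.087). The median for fat digestion was 0.33 without control sample 2, where 14 of its 15 genes were tested. That for chemical carcinogenesis was 0.040 without control sample 3 or LPS sample 1, 0.14 without control sample 1 and 0.23 without LPS sample 3. With all samples, its 0.087 equals the log2 fold change of CYP1B1, a gene whose direction depended on single samples. With every column scaled to the same sum, the medians were 0.017 for glycolysis, 0.018 for chemical carcinogenesis, 0.15 for fat digestion and 0.20 for the complement list. The adjusted camera p was 0.152 for steroid hormone biosynthesis, 0.212 for drug metabolism, 0.240 for xenobiotic metabolism, 0.469 for basal cell carcinoma and 0.699 for glycine, serine and threonine metabolism. From the KEGG analysis in Fig. 6B, the paper concludes that retinoid metabolism changed after LPS treatment, and it then turns to the RA level.

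**Figure D1:**
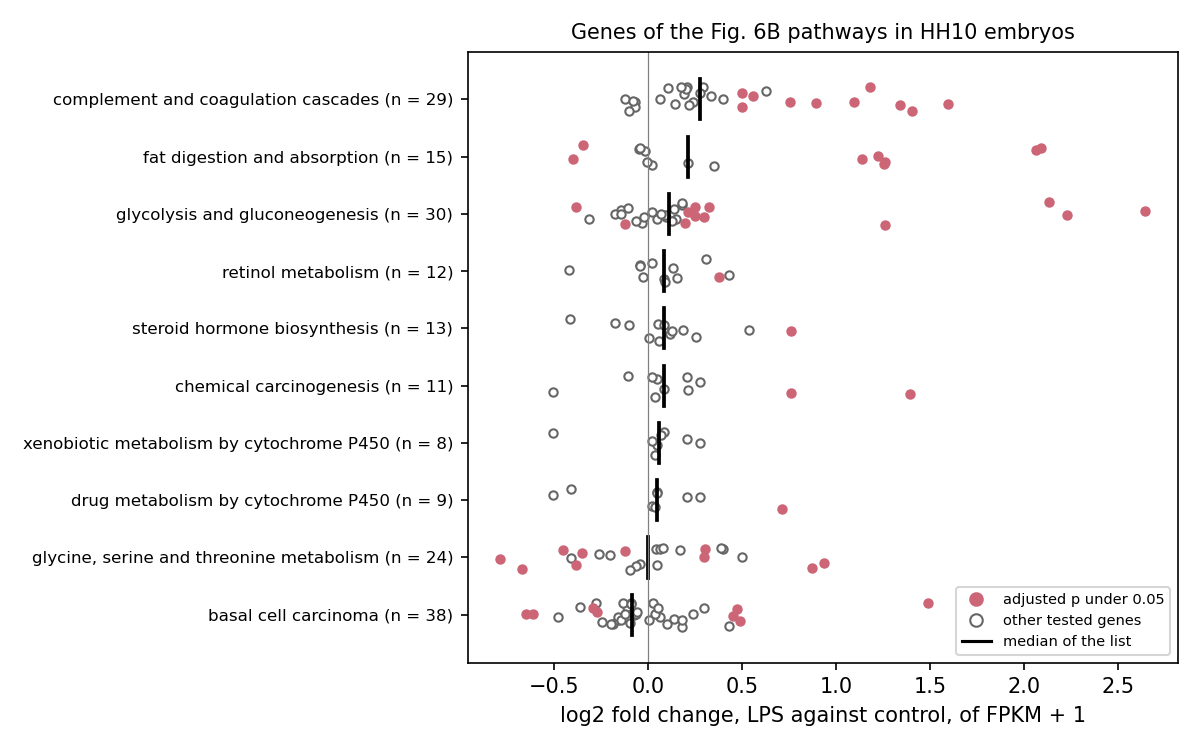
Log2 fold change of FPKM + 1 between LPS-treated and control HH10 embryos for each tested gene of the 10 pathways of Fig. 6B, 1 point per gene, with the median of each list as a black line. In the retinol metabolism list, 1 of 12 genes is filled (adjusted p under 0.05), and in the fat digestion list 8 of 15 are.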

Subsequently, DLX5 expression was checked in MC3T3-E1 cells exposed to RA, showing a similar tendency as was seen with LPS treatment (Figure 6E,F).

To address how RA signaling regulates *Dlx5* expression, we determined the expressions of RA receptors (*RARs*) and retinoid X receptors (*RXRs*), the heterodimers mediating retinoid gene expression. qPCR data demonstrated high levels of *RARs* (α, β, γ) and *RXRs* (α, β, γ) in MC3T3-E1 cells when exposed to LPS (Figure 7A–F). Next, the most notably changed subtype, RARα, was double immunofluorescent stained with DLX5. This showed that the exposure to either LPS or RA could inhibit DLX5 expression and enhance RARα expression in MC3T3-E1 cells (Figure 7G,H). To illuminate the mechanism of how LPS induced the increase of RA, we checked the RA-metabolism-related enzymes’ gene expression using qPCR, immunofluorescent staining. and Western blot. This found that the expressions of one of RA synthetase-cytochrome P450 1B1 (*Cyp1b1*) were upregulated by LPS exposure, while the expression of another synthetase family, retinaldehyde dehydrogenases (*Raldhs*), did not change significantly. The cytosol-to-nuclear shuttling protein, cellular retinoic-acid-binding protein 2 (*Crabp2*), facilitating RA binding to its cognate receptor complex and transferring to the nucleus, was upregulated as well while another shuttling protein, fatty-acid-binding protein 5 (*Fabp5*) did not show significant change (Figure 7I–P). Furthermore, the gene expressions of RA catabolic enzymes (cytochrome P450 26 subtypes *Cyp26a1*, *Cyp26b1* and *Cyp26c1*) were increased (Figure S2).

Eventually, the addition of AGN, a potent pan-RAR antagonist, could efficiently reverse the LPS-induced downregulations of *Dlx5*, *Runx2*, *Osx*, *Ocn*, *Alpl*, *Ibsp*, and *Col1α1* in MC3T3-E1 cell cultures, as demonstrated by qPCR, immunofluorescent staining, or Western blot (Figure 8). These data further confirm that RA plays a crucial role on *Dlx5*-mediating osteoblastic differentiation driven by the elevated RA in presence of LPS.

### 2.4. LPS-Induced Inflammatory Cytokines Lead to RA Increases in Osteoblasts

We speculated that the elevation of CYP1B1 expression in presence of LPS might be associated with the activation of interleukin 6 (IL-6) and tumor necrosis factor alpha (TNF-α), as previously reported in other cell lines [30,31]. In MC3T3-E1 cells, LPS treatment increased nuclear translocation of P65 (Figure 9A–C). qPCR showed that LPS activated the TLR4/NF-κB signaling pathway by upregulating *Tlr4*, *CD14*, *Myd88*, *P65*, *IL-6*, and *TNF-α*, as well as downregulating *IκBα* (Figure 9D–I). The upregulation of IL-6 and TNF-α was also verified by ELISA assay (Figure 9J–K). These results suggest NF-κB signaling activation and the subsequent inflammatory cytokine upregulation lead to the RA increase in osteoblasts when exposed to LPS.

## 3. Discussion

Growing data show that intestinal dysbacteriosis is associated with many disorders commonly observed in clinical situations. In pregnant women, intestinal microbiota dysbiosis could cause metabolic endotoxemia and elevate blood LPS levels, which can pass through the placental barrier, negatively influencing the developing fetus [13,21,32]. LPS-induced developmental toxicity at early gestational stages has been previously characterized as well [33]. We have also reported that LPS exposure during gestation could restrict the conversion of chondrocytes from proliferating to hypertrophic in the growth plate [34]; however, it is still obscure whether embryonic osteogenesis is affected by the LPS exposure during gestation.

In this study, we successfully established a mouse model of gut microbiota dysbiosis, which could be reflected by the enhanced portion of Verrucomicrobiae and flora dysbiosis in mouse feces. In this dysbiosis model, we found that the growth of mouse embryonic limbs was retarded. Further experiments were performed on LPS-treated chick embryos to mimic gut microbiota dysbiosis because chick embryos can be cultured in vitro from stage HH0, which makes the manipulation of early stage embryos possible. Furthermore, the chick embryo works as a good model of skeletogenesis, since its skeletal size is larger than mice embryos of the same embryonic stage. Utilizing chick embryos avoids the complicated bidirectional interactions between mother and fetus seen in mammals and may help elucidate the potential detrimental effect of microbial dysbiosis on fetal development [35].

Gut microbiota dysbiosis induced mouse skeletal abnormalities were replicated in LPS-treated chick embryos (Figure 1). LPS treatment led to the significant reduction of trabecular number, trabecular thickness, bone mineral density, and collagen secretion (Figure 2). These findings indicate that developmental osteopenia is enhanced after LPS exposure during the fetal period. Together, the data suggested that gut microbiota dysbiosis affects embryonic osteogenesis, which may be principally due to the restriction of bone formation, given that we did not find noticeable bone absorption of chick phalanges in the presence of LPS (Figure S3).

Bone formation is mainly achieved by osteoblasts which produce the bone matrix and participate in mineral deposition. We showed that the proliferation of osteoblasts was not significantly changed after exposure to LPS, as demonstrated by immunofluorescent double staining of PCNA (proliferative cellular nuclear antigen) and OCN, the marker of osteoblasts (Figure S4). Therefore, we checked the expression of the functional markers of osteoblasts. First, LPS exposure remarkably inhibited the expressions of the genes regulating bone mineral maturation (*Ocn* and *On*) [36], as well as *Alpl*, a reliable indicator for developmental maturity of mineralized tissue cells [37] (Figure 3A–C). The expressions of *Runx2* and *Osx*, vital transcription factors regulating osteoblastic differentiation [38], were significantly depressed in the bone trabecula of phalanges exposed to LPS (Figure 3D–E). Growing attention in the literature has been directed at DLX5, which has been reported to control the expressions of numerous osteogenetic genes [26,38,39]. This may be the core factor affected in the restriction of bone formation induced by microbiota-dysbiosis-elevated LPS, as we demonstrated that the expression of DLX5 in the periosteum, bone trabecula, and bone marrow was suppressed dramatically by LPS treatment (Figure 3F).

To elucidate how osteoblastic differentiation was inhibited, we exposed MC3T3-E1 cells to LPS following a screening for optimal in vitro conditions (Figure S1). AFM demonstrated that LPS treatment suppressed the osteoblastic differentiation by decreasing Ra and Rq of MC3T3-E1 cells and withering the size of MVs (Figure 4). MVs are extracellular structures which are believed to be one of the sites of mineral nucleation that occurs in the organic matrix of the skeletal tissues [40]. The morphological properties of MVs are closely associated with osteoblast precursor differentiation. These results indicated that LPS inhibited the mineralization process enhanced by MVs. It was further confirmed that the mineralization capacity of MC3TC-E1 cells (Figure 5A) and osteoblastic gene expressions were also suppressed by LPS exposure (Figure 5B–E). As an upstream regulator, DLX5 expression was decreased in presence of LPS, along with inhibited expressions of RUNX2 and OSX, the bone-formation-specific transcription factors [41] (Figure 5G–O). This implies that abnormal expressions of DLX5 assume an indispensable role in the restriction of embryonic bone formation induced by microbiota dysbiosis.

To address how elevated LPS levels affect *Dlx5* expression, RNA sequencing of HH10 chick embryos exposed to LPS was performed with transcriptome-wide analysis of differential genes. HH10 chick embryos were utilized because *Dlx5* was previously reported to be expressed from the HH10 stage onwards [29]. 

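DLX5, listed as ENSGALG00000009129 with 1 transcript, was detected in all 6 samples. Its values were 30.4, 32.0 and 30.9 FPKM in the control embryos and 25.6, 27.2 and 32.5 FPKM in the LPS-treated embryos. The means were 31.1 ± 0.804 FPKM (SD, n = 3) and 28.4 ± 3.61 FPKM (SD, n = 3). The log2 fold change of −0.13 (standard error 0.086) had an adjusted p of 0.383 over all genes tested and of 0.388 adjusted over the list alone of genes the paper names. The groups overlapped, and a two-sided exact permutation test gave p = 0.4, where 0.1 is the smallest p that 3 samples against 3 allow. Across 14 other settings, the log2 fold change lay between −0.23 (without LPS sample 3) and −0.064 (without LPS sample 1) and the adjusted p between 0.0670 and 0.690.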

An intimate correlation exists between microbiota and systemic metabolism [42]; therefore, we chose the metabolic- and developmental-relevant genes for further study by GO annotation analysis. 

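A list of 34 target genes of RA was tested, of which 26 were in the table and 25 had values high enough to be compared. Of these, 15 were higher and 10 lower in LPS-treated embryos, with a median log2 fold change of 0.15. The median was 0.056 with all columns scaled to the same sum. The adjusted p of the list was 0.00142 by camera and 0.0509 with an estimated correlation. Of the 25 genes, 10 passed an adjusted p of 0.05 over all genes tested and 14 when adjusted over the list alone. Among these, HOXA2, HOXA4, HOXA5, HOXB4, HOXD4, CDX1, TGM2 and CYP26A1 were higher, and OLIG2 was lower. The largest rise was that of CDX1, from 1.20 ± 0.347 to 3.34 FPKM, and TGM2, with the smallest adjusted p (9.15e-04), rose from 17.1 ± 0.443 to 25.1 FPKM. OLIG2 fell from 8.01 ± 0.359 to 5.35 FPKM, and its adjusted p was 0.0515 without control sample 2. HOXA2 changed by 0.17 and HOXD4 by 0.69 on the log2 scale. HOXA2 lost its place under 0.05 in each of the 6 fits that left out 1 sample and HOXD4 in 4 of them. After these values were seen, the 17 genes other than HOX genes were also tested apart, of which 7 were higher and 10 lower (median −0.043, camera p 0.381). With all columns scaled to the same sum, 7 were higher and 10 lower, with a median of −0.10. In the same split, the 8 HOX genes of the list were all higher, with a median of 0.43 (camera p 2.03e-07), and 6 passed 0.05. The median of these HOX genes was 0.33 with all columns scaled to the same sum. Of the receptors of RA, the table names RARB and RXRG, whose log2 fold changes were −0.053 (standard error 0.084) and −0.13 (standard error 0.14), with adjusted p of 0.748 and 0.637. The direction of RARB reversed without control sample 3, and RXRG ran from −0.27 (without LPS sample 2) to −0.022 (without LPS sample 1). RARA, RARG, RXRA and RXRB were not listed under these symbols.

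**Figure D2:**
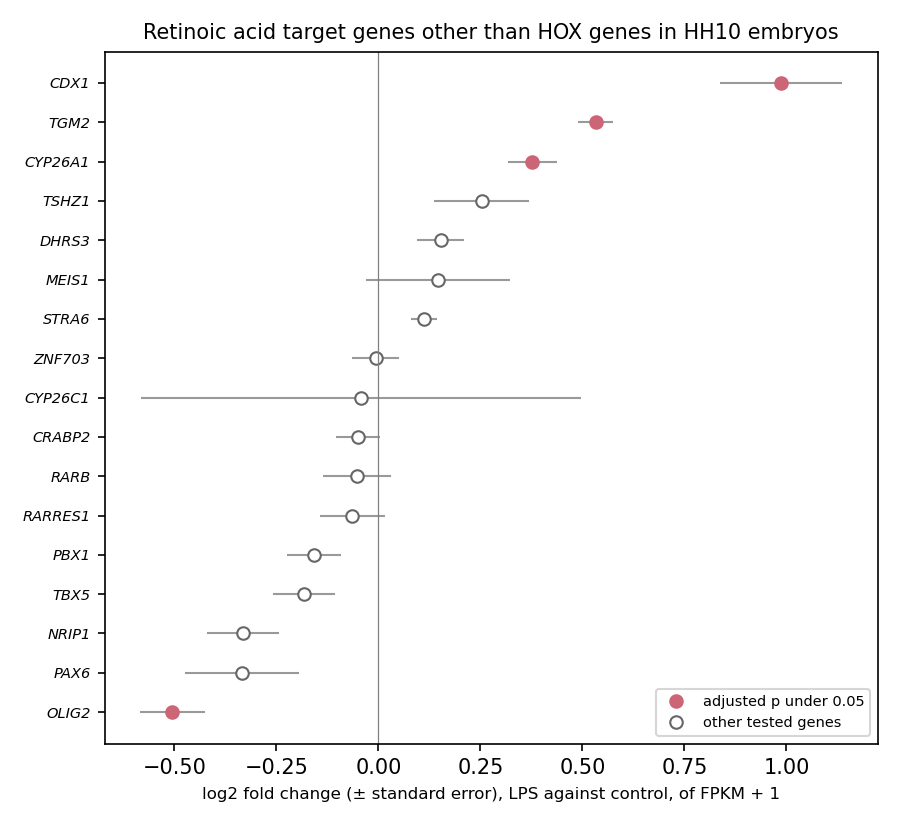
Log2 fold change of FPKM + 1 between LPS-treated and control HH10 embryos for the 17 tested target genes of RA other than HOX genes, with bars of 1 standard error. Filled points have an adjusted p under 0.05, 3 of them higher and 1 lower.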

Of the altered genes seen and combined with prior literature, the most likely candidate is the RA signaling pathway [43,44,45]. RA is a vitamin-A-derived, nonpeptidic, structurally simple lipophilic molecule, which plays a pleiotropic role during development. Increased levels of RA were seen in E17 chick phalanges and MC3T3-E1 cells exposed to LPS (Figure 6A–D). Furthermore, treating MC3T3-E1 cells with RA dramatically reduces DLX5 expression, implying that RA may negatively regulate DLX5 expression (Figure 6E–F).

Lastly, we sought to answer how elevated levels of LPS influence RA signaling. RA acts as ligand for nuclear RARs and RXRs, converting them from transcriptional repressors to activators, which in turn regulate gene expression [46,47]. We discovered that the expressions of all RARs, especially RARα, were significantly enhanced by LPS exposure, and DLX5 expression significantly decreased in the presence of LPS as well as RA (Figure 7A–H), indicating that RA signaling was able to regulate *Dlx5* expression either in a direct or indirect way. Our next concern was to explain how the RA level was elevated. The concentration of RA in tissues is dependent on the biosynthesis and degradation of retinoid metabolism, which is controlled by retinaldehyde dehydrogenases and specific cytochrome P450 enzymes (CYP1B1 and CYP26s) [46]. As previously noted, there was a change of cytochrome P450 enzyme levels after exposure to LPS, as determined with RNA sequence analysis. 

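The deposited table names 20 cytochrome P450 genes, of which 11 had values high enough to be tested. Of these, 1 had an adjusted p under 0.05. This gene, CYP26A1, had 9.20 ± 0.386 FPKM (SD, n = 3) in control and 12.2 ± 0.201 FPKM (SD, n = 3) in LPS-treated embryos, a log2 fold change of 0.38 (standard error 0.060, adjusted p = 0.0123 by limma). All 3 LPS-treated samples were above all 3 controls, and the exact permutation p of 0.1 is the smallest that the design allows. The adjusted p was 0.0504 without LPS sample 3. CYP1B1 had 2.26 ± 0.251 FPKM (SD, n = 3) in the controls and 3.50, 3.32 and 1.13 FPKM after LPS. Its log2 fold change was 0.087 (standard error 0.29, adjusted p = 0.886 by limma). The direction depended on single samples, as the log2 fold change was −0.10 without LPS sample 1, −0.073 without LPS sample 2 and 0.44 without LPS sample 3. CYP26C1 was listed at 3.18, 2.84 and 0 FPKM after LPS, against 1.60 ± 0.188 FPKM in the controls. Its log2 fold change of −0.043 became 0.62 without LPS sample 3 and 0.0031 without control sample 1. CYP26B1 was not listed under this symbol. The other 8 genes tested had adjusted p from 0.0785 to 0.958.

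**Figure D3:**
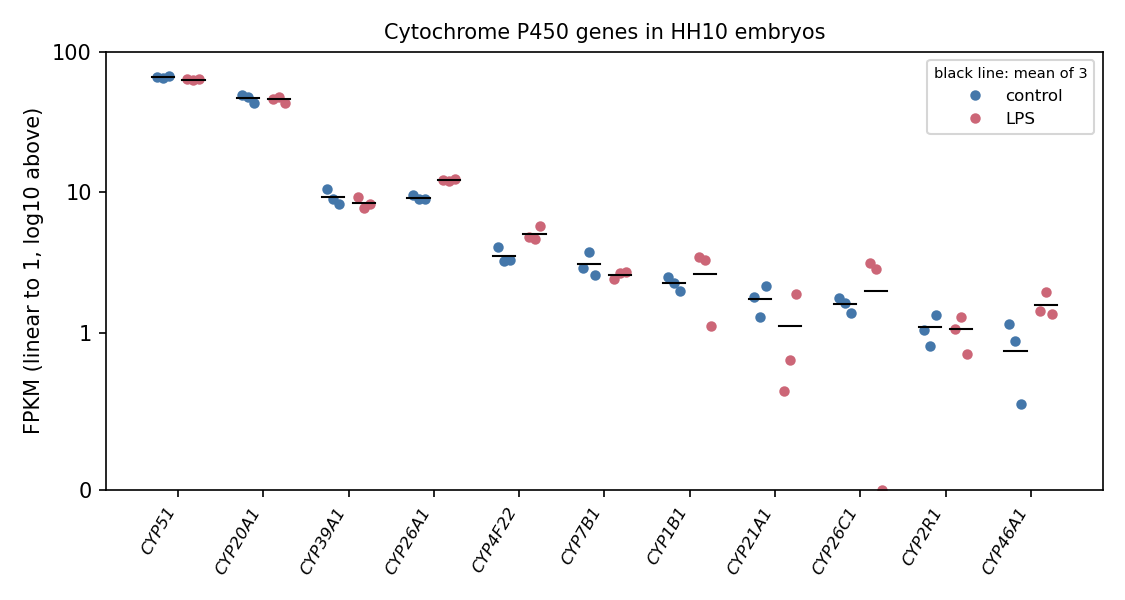
FPKM of the 11 tested cytochrome P450 genes in each of the 3 control (blue) and 3 LPS-treated (red) HH10 samples, with group means as black lines, on an axis that is linear up to 1 and logarithmic above. CYP26A1 is the gene with an adjusted p under 0.05, and CYP1B1 and CYP26C1 have 1 low LPS-treated sample.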

Our experiments demonstrated that the upregulation of CYP1B1, the key enzyme in RA biosynthesis, was mainly responsible for RA elevation in the presence of LPS. Based on previous studies in hepatocytes and a tumor cell line [30,31], proinflammatory cytokines IL-6 and TNF-α are involved in regulation of CYP1B1 expression. These inflammatory mediators are also mediated by LPS. With the elevated levels of LPS used in our model, we speculated that inflammatory cytokines might work to cause the upregulation of CYP1B1. This was confirmed by the activation of NF-κB signaling pathway in MC3T3-E1 cells exposed to LPS. IL-6 and TNF-α were significantly upregulated simultaneously (Figure 9). Eventually, the inhibition of RA signaling with AGN successfully restored the expressions of key osteogenic genes, including DLX5, RUNX2, OSX, and OCN, in MC3T3-E1 cells (Figure 8). This further verified the vital modulatory role of RA signaling on influencing DLX5 expression and bone ossification. We could not completely ascertain whether the regulatory role of RA was to activate the promoters of *Dlx5* directly. However, we are prone to believe it is, due to the ability to predict the binding sites of RAR/RXR dimers known as RAR elements (RAREs) in upstream flanking region of the exon of *Dlx5* as seen on NUBIScan [48] (Figure S5).

In summary, we proposed that gut microbiota dysbiosis led to the elevated level of LPS in maternal serum. The developing embryo/fetus would be exposed to the maternally derived LPS, which can easily pass through the placental barrier due to its lipophilic nature. LPS interfered with embryonic bone ossification through activating NF-κB signaling and stimulating the releases of IL-6 and TNF-α. These inflammatory cytokines caused the increase of CYP1B1 expression and then subsequently activated RA signaling, which probably inhibited the transcription of *Dlx5* directly (Figure 10), and eventually restricted embryonic bone ossification. There is no doubt that more precise experiments are required to explore the underlying molecular mechanisms in the future.

## 4. Materials and Methods

### 4.1. Ethic Statement

All procedures and protocols were approved by the Institutional Animal Care and Use Committee (IACUC) of Jinan University (IACUC-20181126-02, 26 November 2018) and were conducted in accordance with the ethical standards of the Helsinki Declaration.

### 4.2. Experimental Mouse and Chick Embryos

Mice: The C57BL-6 mice used in this study were obtained from the Laboratory Animal Center of Sun Yat-Sen University (Guangzhou, China). All mice were maintained under environmentally controlled conditions, 23 ± 2 °C, with relative humidity of 55% ± 10%, under a 12-h light/dark cycle, with free access to standard laboratory diet and water. Five-week-old female mice were used to induce gut microbiota dysbiosis by injecting saline (control, 0.9%, 20 mL/kg body weight) or lincomycin hydrochloride (LH, 0.3 g/mL, 24 mL/kg; Shanghai Macklin Biochemical Co., Ltd.) for 7 days consecutively. Two female mice were housed with one normal male mouse overnight in a cage. The day the vaginal plugs were first observed was designated as embryonic day 0.5 (E0.5); embryos were harvested on E14.5 (Figure 1A).

Chick embryos: Fertilized Leghorn eggs were obtained from the Avian Farm of the South China Agriculture University (Guangzhou, China), and incubated until reaching the required developmental stage (Hamburger and Hamilton, HH) in a humidified incubator. For LPS or saline (control) exposure, 200 µL of 10 µg/mL LPS (Sigma–Aldrich, St. Louis, MO, USA) or 0.71% sterile saline were carefully injected into a small hole made in the air chamber of the eggs every other day from E1.5 to E17. The surviving embryos were harvested for further analysis.

### 4.3. High-Throughput Sequencing Analysis

The intestinal flora DNA was extracted and purified from fecal samples of pregnant mice by the E.Z.N.A. soil DNA Kit (Omega Bio-tek, Norcross, GA, USA) [49]. DNA was diluted to 1 ng/μL using sterile water. The 16S ribosomal RNA (rRNA) gene was analyzed by Illumina Miseq (Novogene Technology Co., Ltd., Beijing, China). The 16S rRNA genes of distinct regions (16S V4) were amplified using specific primer 515F (5′-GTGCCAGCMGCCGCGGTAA-3′) and 806R (5′-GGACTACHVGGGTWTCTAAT-3′) with the barcode. All PCR reactions were carried out with Phusion High-Fidelity PCR Master Mix (New England Biolabs, Ipswich, MA, USA). PCR products were mixed 1:1 (*v*:*v*) with loading buffer (containing SYBR green), followed by performing electrophoresis on 2% agarose gel. Samples illuminated with SYBR green between 400 and 450 bp were chosen for further experiments. The PCR products were purified with Qiagen Gel Extraction Kit (Qiagen, Hilden, Germany). Sequencing libraries were generated using TruSeq DNA PCR-Free Sample Preparation kit (Illumina, USA) following manufacturer’s recommendations with index codes. The quality of library was assessed by Qubit 2.0 Fluorometer and Agilent Bioanalyzer 2100 system (Thermo Scientific, Waltham, MA, USA). Then, the library was sequenced on an Illumina HiSeq 2500 platform and 250 bp paired-end reads were generated [50]. The original data have been uploaded to GEO database. The accession number for the high-throughput sequencing data reported is GEO: GSE139526.

### 4.4. Serum Collection and LPS Concentration Determination

Whole blood samples were collected from pregnant mice or E17 chick embryos. Serum was isolated by centrifugation (Thermo Scientific, Waltham, MA, USA) and stored at −80 °C. Serum LPS concentrations were measured by a chromogenic endpoint limulus amoebocyte lysate assay kit (Xiamen Horseshoe Crab Reagent Manufactory Co., Ltd., Xiamen, China).

### 4.5. Alcian Blue and Alizarin Red Staining

To visualize the skeleton, the whole chick embryos were stained with Alcian blue and alizarin red dyes as previously described. E17 chick embryos were freed from adherent tissues, fixed in 95% ethanol for 3 days and stained for cartilage with Alcian blue and counterstained for bone with alizarin red (Solarbio, Beijing, China). Long bone tissues were carefully photographed using a stereomicroscope (MVX10, Olympus, Tokyo, Japan). The length of each tibia, femur, humerus, ulna, radius, and phalange were quantified and analyzed using Image Pro-Plus 5.0 software (IPP, Media Cybernetics) [51].

### 4.6. Micro-Computed Tomography (Micro-CT)

The SkyScan 1172 system (Bruker micro-CT, Kontich, Belgium) was used for the CT scanning of chick phalanges as previously described with some modification [52]. For quantitative analysis, 1000 horizontal sections in total were selected to form OZ, namely selecting 500 horizontal sections on both sides of OZ, and trabecular bone regions were manually delineated adjacent to the trabecular bone outline. Image acquisition parameters used were: 5 µm voxel resolution, 0.5 mm aluminum filter, 80 kV voltage and 100 μA current, 750 ms exposure time, 0.4° rotation step, and using frame averaging. Reconstruction and analysis of images was performed using SkyScan software (Bruker micro-CT, Kontich, Belgium), NRecon (1.6.9.8), DataViewer (1.5.0), CTAnalyser (1.13.11.0) and CTvol (2.3.2.0).

### 4.7. Histology

The phalanges of the E17 chick embryos treated with saline or LPS were dismembered and fixed in 4% paraformaldehyde (PFA), then decalcified in a 10% EDTA solution in 1 mM PBS (pH 7.4) for 7 days at 4 °C, and finally embedded in paraffin. The samples were serially sectioned at 5 μm thickness on a microtome (Leica RM2126RT, Germany). Longitudinal sections of these bones were further stained with H&E (Sigma-Aldrich, St. Louis, MO, USA), Picrosirius red (Abcam, Cambridge, UK), von Kossa (Leagene, Beijing, China), and tartrate-resistant acid phosphatase (TRAP, Wako Pure Chemical Industries, Chuo-ku, Japan) following standardized protocols. The ratios of bone/type I collagen/mineralization area to total area of the slides were calculated and compared between two groups according to the methods previously reported with some modification [53]. That is, the staining areas of bone/type I collagen/mineralization were chosen according to their color on H&E, Picrosirius red, and von Kossa stained sections; total areas were selected by delineating the phalange contour, using IPP software.

### 4.8. Cell Culture

The osteogenetic cell line, MC3T3-E1 was obtained from ATCC (Manassa, VA, USA). The cells were cultured at 37 °C in a 5% CO_2_ incubator in αMEM supplemented with 10% FBS and 1% penicillin–streptomycin. Mineralization of MC3T3-E1 cultures was evaluated by micromass and monolayer cultures. Briefly, MC3T3-E1 cells were suspended in osteogenic differentiation medium at a density of 2.0 × 10^7^ cells/mL, spotted as 10 μL droplets per well on a six-well plate. After 3 h of pre-incubation, the cells were flooded with 500 μL of culture medium. The cells were incubated at 37 °C and 5% CO_2_ in an incubator (Galaxy S, RS Biotech, UK). LPS dissolved in osteogenic differentiation medium was introduced on the 2nd day after plating. The control cultures received PBS only. After treatment with LPS for 7 days, the cultures were fixed in 95% ethanol for 20 min and then were stained with 2% alizarin red dye (pH 4.2) at room temperature overnight to detect the calcium deposits (*n* = 3 wells for each group). For monolayer cell cultures, MC3T3-E1 cells were cultured in osteogenic differentiation medium at a density of 2.0 × 10^5^ cells per 35 mm dish. After treatment with LPS or PBS for 21 days, the cultures were stained with alizarin red dye as described above.

To examine the effect of LPS on osteoblastic differentiation, the MC3T3-E1 cells were induced by an osteogenic differentiation medium (αMEM with 10% FBS, 50 μg/mL ascorbic acid, and 5 mM β-glycerophosphate) for 7 days. These cells were also treated with 100 ng/mL LPS, 100 ng/mL LPS + 10^−6^ M AGN, 10^−6^ M RA, or PBS. The concentrations of LPS chosen were determined by the results shown in Figure S1.

### 4.9. Immunofluorescent Staining and F-Actin Staining

Immunofluorescent staining was performed on sections of the phalanges and MC3T3-E1 cells using polyclonal primary antibodies (Table S2) at 4 °C overnight. These samples were then treated with Alexa Fluor 488 or 555 anti-rabbit or Alexa Fluor 488 anti-mouse IgG (1:1000, Invitrogen, Waltham, MA, USA) as a secondary antibody. For F-actin detection, the cultured cells were stained by phalloidin-Alexa-Fluor 488 or 555 (1:200, Invitrogen, Waltham, MA, USA) at room temperature for 2 h and then counterstained with 4′-6-diamidino-2-phenylindole (DAPI, 5 μg/mL; Invitrogen, Waltham, MA, USA) to reveal the nuclei, which were photographed using an epifluorescence microscope (Olympus IX51, Leica DM 4000B). The Image J software (National Institutes of Health, Bethesda, MD, USA) was used to quantitatively analyze the staining intensity of the protein expression.

### 4.10. RNA Isolation and qPCR

Total RNA was extracted from E17 chick phalanges and MC3T3-E1 cells using a Trizol kit (Invitrogen, Waltham, MA, USA). RNA (1 μg) was reverse transcribed, using 1 μL Oligo dT, 1 μL StarScript II RT mix, primer, and 10 μL 2× reaction mix, according to the manufacturer’s instructions (Genstar, Beijing, China). First-strand cDNA (0.4 μL) was synthesized to a final volume of 20 μL using a SuperScript RIII first-strand kit (Invitrogen, Waltham, MA, USA). Following reverse transcription, PCR amplification of the cDNA was performed using mouse/chick specific primers. The primers’ sequences are provided in Table S1. The PCR reactions were performed in a Bio-Rad S1000TM Thermal cycler (Bio-Rad, Hercules, CA, USA) as described previously [54]. The expression of the genes was normalized to GAPDH, and the expression levels were compared by ΔΔCt. The qPCR results shown are representative of three independent experiments.

### 4.11. RNA Sequencing Transcript Profiling

The control and LPS-treated HH10 chick embryos were harvested, and mRNA was extracted then sequenced and analyzed by Shanghai Majorbio Bio-Pharm Technology Co., Ltd. (Shanghai, China). The original data have been uploaded to GEO database. The accession number for the RNA sequencing data reported is GEO: GSE139526.

### 4.12. Western Blotting

Proteins from chick phalanges and MC3T3-E1 cells were isolated using a radio-immuno-precipitation assay buffer (RIPA, Sigma–Aldrich, St. Louis, MO, USA). The concentration of protein was quantified with a BCA assay (Thermo Fisher Scientific, Waltham, MA, USA). Western blotting was performed in accordance with standardized procedures using specific antibodies (Table S2). The loading control used was β-actin. Quantity One (Bio-Rad, Hercules, CA, USA) was used to capture the chemiluminescent signals and analyze the data. All samples were performed in triplicate.

### 4.13. Enzyme-Linked Immunosorbent Assay (ELISA)

ELISA kits (Meibiao Biol Tech, Jiangsu, China) were used to measure RA, TNF-α and IL-6 from the phalanges of the E17 chick embryos and MC3T3-E1 cells according to the manufacturer’s instructions. The results were calculated using interpolation from a standard curve created by a series of RA, TNF-α, and IL-6 concentrations.

### 4.14. Isolation and Purification of Matrix Vesicles (MVs)

MVs were released from MC3T3-E1 cell culture medium by enzymatic digestion with 2.5 mg/mL collagenase IA (Sigma, USA) and 2 mM CaCl_2_ for 2 h at 37 °C and 5% CO_2_. The digestion mix containing cells and MVs was centrifuged at 500× *g* for 5 min to pellet the cells. Supernatant was transferred to separate tube and centrifuged at 2000× *g* for 10 min to remove dead cells. Supernatant was again centrifuged at 10,000× *g* for 30 min to remove cell debris then at 100,000× g for 70 min to obtain the MV pellet. MV pellets were resuspended in PBS and centrifuged at 100,000× *g* for 60 min. Finally, the pellet was resuspended in 100 µL PBS and stored at −80 °C until further use [55].

### 4.15. Atomic Force Microscopy (AFM) Morphological Imaging and Membrane Ultrastructure Analysis

An atomic force microscope (BioScope Catalyst NanoScope-V, Veeco instruments, Santa Barbara, CA, USA) was combined with optical microscopy (IX 51, Olympus, Tokyo, Japan) to obtain topographical and ultrastructural changes of the MC3T3-E1 cells and MVs. All groups were imaged with ScanAsyst mode, which uses a patented curve acquisition method and complex algorithms for continuous monitoring of the quality of the image by adjusting the parameters automatically. The silicon nitride tips (150Al-G, Budget Sensors, Sofia, Bulgaria) were irradiated by ultraviolet for 15 min to remove any organic contaminants. The cells were exposed in air and images were captured at 256 × 256 pixels resolution and 1.0 Hz scan speed [56]. More than 10 cells or 100 MVs were measured in each group. All the topographical images were evaluated using Nanoscope analysis software 8.14. The cell surface arithmetic average roughness (Ra) and root-mean-square roughness (Rq) were calculated for different 5 × 5 µm^2^ areas of MC3T3-E1 cells.

### 4.16. Transmission Electron Microscopy (TEM)

Suspensions of MVs in 70% ethanol were placed on carbon-coated Cu grids and air-dried. The samples were analyzed using Joel 2100 TEM (Tecnai Spirit, FEI Company, Eindhoven, the Netherlands) at 200 kV bright field and selected area electron diffraction (SAED) modes. Images were acquired using a Gatan 832CCD camera (Gatan, Warrendale, PA, USA).

### 4.17. Data Analysis

Data analyses and construction of statistical charts were performed using the GraphPad Software (La Jolla, CA, USA). All data were expressed as the mean value ($\bar{x}$ ± SEM). Statistical evaluation was performed using analysis of variance or with a two-tailed *t*-test. Statistical significance was defined as *p* < 0.05. The data are indicated with (*) for *p* < 0.05, (**) for *p* < 0.01, and (***) for *p* < 0.001.

## Figures and Tables

**Figure 1:**
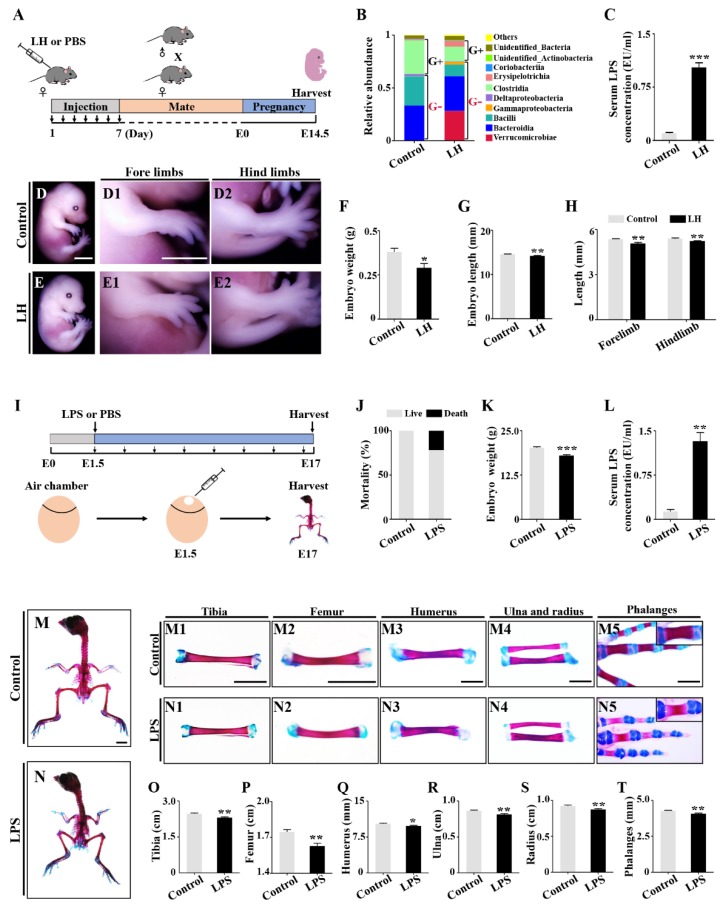
Assessing the development of mouse embryos from dysbacteriosis pregnant mice and the chick embryos treated with lipopolysaccharide (LPS). (**A**) Sketch illustrating the mouse model of lincomycin hydrochloride (LH)-induced dysbiosis of intestinal microbiota. (**B**,**C**) Bar charts showing the relative abundance of main bacteria in mouse guts at the class level of control and LH-treated groups (**B**) and the LPS level in mice serum (**C**). (**D**–**E2**) Representative bright-field images of E14.5 mouse embryos of control (**D**) and LH-treated (**E**) groups. High magnification images for forelimb (**D1**–**E1**) and hindlimb (**D2**–**E2**). (**F**–**H**) Bar charts showing embryo weights (**F**), lengths (**G**), as well as the lengths of forelimbs and hindlimbs (**H**) of control and LH-treated groups. (**I**) Sketch illustrating the model of LPS-treated chick embryos. (**J**–**L**) Bar charts showing embryo mortality (**J**), weights (**K**), as well as the serum LPS levels (**L**) of control and LPS-treated E17 chick embryos. (**M**,**N**,**M1**–**N5**) Representative Alcian blue/alizarin red whole-stained images of E17 chick embryos of control (**M**) and LPS-treated (**N**) groups. High magnification images of tibia (**M1**,**N1**), femur (**M2**,**N2**), humerus (**M3**,**N3**), ulna/radius (**M4**,**N4**), and phalanges (**M5**,**N5**). (**O**–**T**) Bar charts comparing the length of tibia, femur, humerus, ulna, radius, and phalanges between control and LPS-treated groups. Scale bars = 3 mm in (**D**–**E**,**D1**–**E1**,**D2**–**E2**,**M3**–**M5**,**N3**–**N5**); 10 mm in (**M**–**N**,**M1**–**M2**,**N1**–**N2**). (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

**Figure 2:**
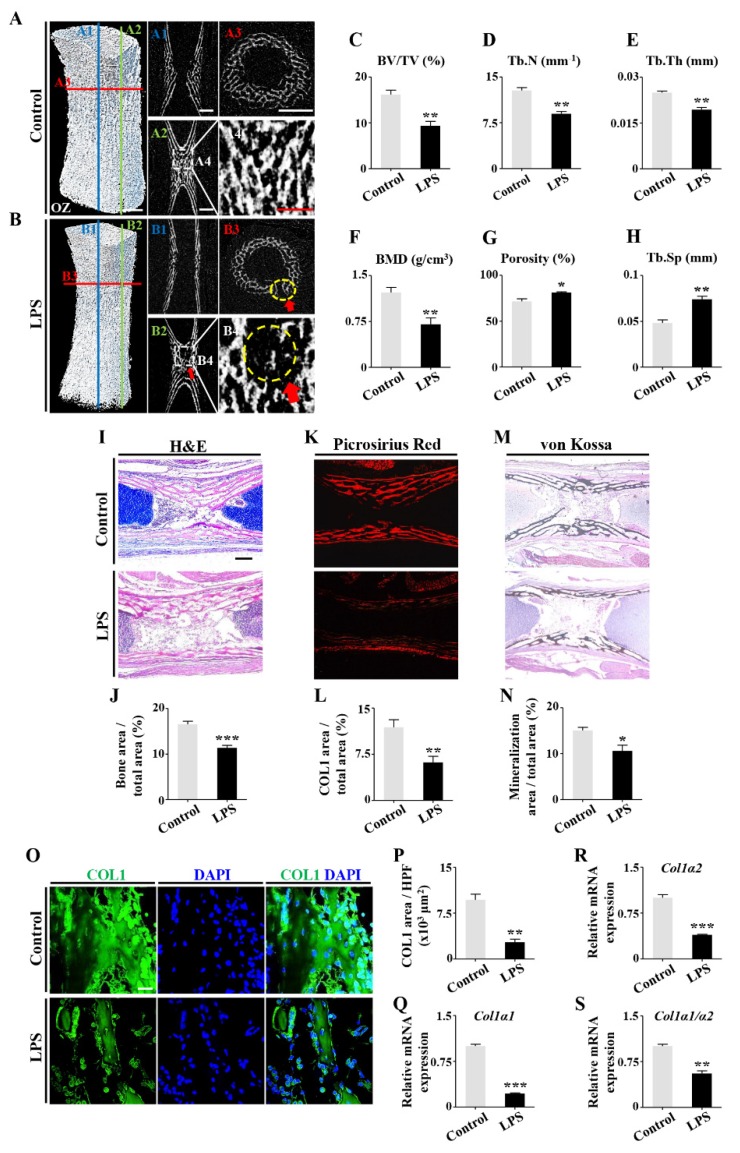
The assessment of osteogenesis in chick embryonic phalanges following LPS treatment. (**A**,**B**) The representative micro-CT images of the first phalanges of E17 chick embryos of control (**A**) and LPS-treated (**B**) groups. (**A1**–**A3**,**B1**–**B3**) are the longitudinal or transverse sections as indicated in (**A**,**B**), while (**A4**,**B4**) are high magnification images of the area indicated in (**A2**,**B2**). Yellow dotted circles in (**B3**,**B4**) show the rupture of and missing trabecular bone in the LPS-treated group. (**C**–**H**) Bar charts comparing the micro-CT parameters of bone volume fraction (BV/TV), trabecular numbers (Tb.N), trabecular thickness (Tb.Th), bone mineral density (BMD), porosity, and trabecular separation (Tb.Sp) between control and LPS-treated groups. (**I**–**M**) Representative images of H&E (**I**), Picrosirius red (**K**), and von Kossa (**M**) staining of control and LPS-treated groups. (**J**–**N**) Bar charts showing the ratios of area of bone (**J**), COL1 (**L**), and mineralization (**N**) of the total area between control and LPS-treated groups. (**O**) Representative immunofluorescent staining of COL1 and DAPI. Negative controls were shown in Supplementary Materials (Figure S6). (**P**) Bar chart showing the area of COL1 per high-powered field (HPF) of control and LPS-treated groups. (**Q**,**S**) qPCR data showing the mRNA expression of *Col1α1* (**Q**), *Col1α2* (**R**), and the ratio of *Col1α1*/*Col1α2* (**S**) of control and LPS-treated groups. Scale bars = 0.5 mm in (**A**–**A3**,**B**–**B3**); 0.25 mm in (**A4**,**B4**, **I**–**M**); 20 μm in (**O**). OZ: ossification zone. (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

**Figure 3:**
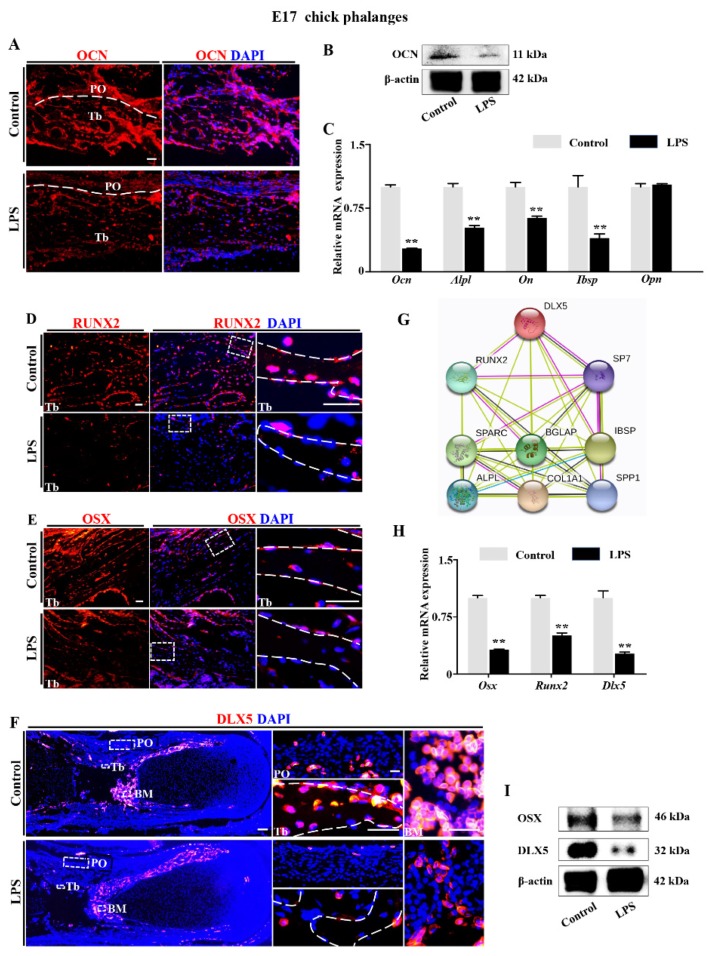
The assessment of the osteogenesis-related gene expressions following LPS exposure. (**A**) Representative images from immunofluorescent staining of OCN on the longitudinal sections of E17 chick phalange trabecular bone of control and LPS-treated groups, counterstained with DAPI. Dashed lines indicate the boundary between the periosteum (PO) and the trabecular bone (Tb). Negative controls were shown in Supplementary Materials (Figure S6). (**B**,**C**) Western blot (**B**) and qPCR (**C**) showing the expression of OCN (**B**), as well as the expressions of *Alpl*, *On*, *Ibsp*, and *Opn* at mRNA level of control and LPS-treated groups. (**D**,**E**) The representative immunofluorescent staining of RUNX2 (**D**) and OSX (**E**) on the longitudinal sections of E17 chick phalange trabecular bone of control and LPS-treated groups. The areas outlined by dotted squares in trabecular bone are shown at a higher magnification in the right panels. The edge of trabecular bone is delineated by a dashed line. Negative controls were shown in Supplementary Materials (Figure S6). (**F**) Representative immunofluorescent staining of DLX5 on the longitudinal sections of E17 chick phalanges of control and LPS-treated groups, counterstained with DAPI. Dotted squares in periosteum (PO), trabecular bone (Tb), and bone marrow (BM) are shown at higher magnification in right panels. The edge of trabecular bone is shown with a dashed line. Negative controls were shown in Supplementary Materials (Figure S6). (**G**) The protein–protein interactions from the STRING database showing the network of DLX5, RUNX2, OSX (Sp7), OCN (BGLAP), IBSP, osteonectin (SPP1), COL1α1 (COL1A1), ALPL, and osteopontin (OPN or SPARC). (**H**) qPCR data showing the expressions of *Osx*, *Runx2*, and *Dlx5* of control and LPS-treated groups. (**I**) Western blot data showing the expressions of DLX5 and OSX of control and LPS-treated groups. Scale bars = 50 μm in (**A**,**D**,**E**,**F**). (** *p* < 0.01).

**Figure 4:**
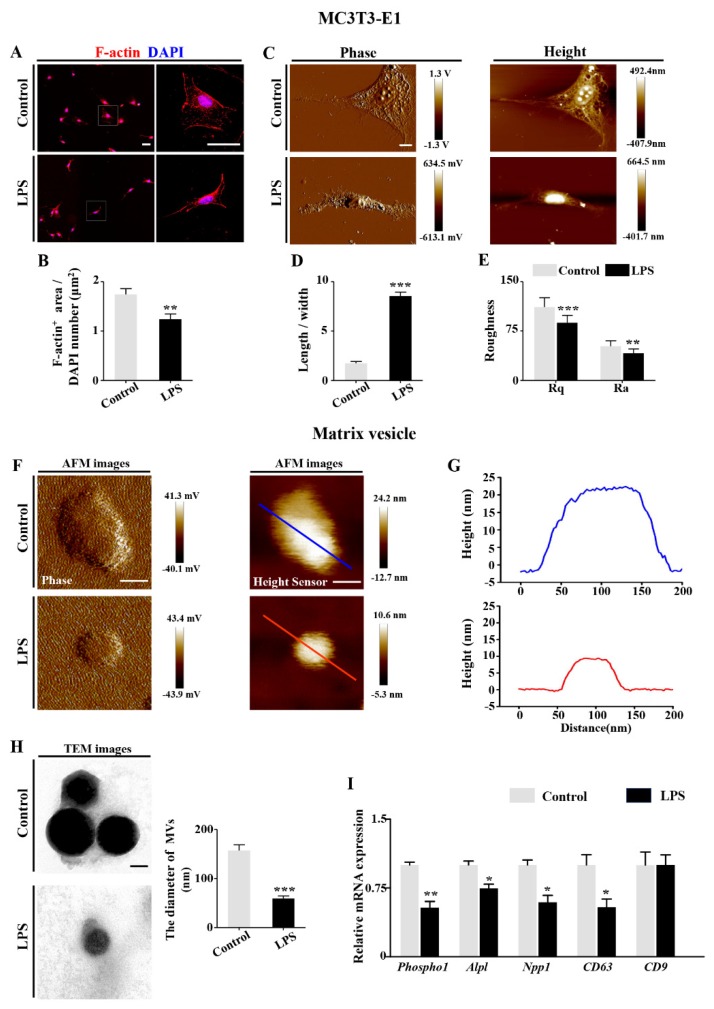
Assessment of the morphology of osteoblasts following LPS treatment. (**A**) Representative images of F-actin staining on 7-day cultured MC3T3-E1 cells of control and LPS-treated groups, counterstained with DAPI. The structures outlined by dotted squares are shown at a higher magnification in the right panels. Negative controls were shown in Supplementary Materials (Figure S7). (**B**) Bar chart showing the ratio of F-actin-positive area/DAPI-positive cell numbers of control and LPS-treated groups. (**C**) Representative AFM phase and height images of MC3T3-E1 cells of control and LPS-treated groups cultured for 7 days. (**D**,**E**) Bar charts comparing the ratio of cell length to width (**D**), cell surface arithmetic average roughness (Ra) and root-mean-square roughness (Rq) (**E**) between control and LPS-treated groups. (**F**) Representative AFM phase and height sensor images of MVs collected from 7-day cultured MC3T3-E1 cells of control and LPS-treated groups. (**G**) Two-dimensional cross-sections of MVs taken across the maximum height of each vesicle. The lines in (**F**) show the direction of each cross-sectional measurement. (**H**) Representative TEM images of MVs secreted from MC3T3-E1 cells of control and LPS-treated groups. Bar charts at right panel show the comparison of diameter of MVs between control and LPS-treated groups. (**I**) qPCR data showing the expression of *Phospho1*, *Alpl*, *Npp1*, *CD63*, and *CD9* of control and LPS-treated groups. Scale bars = 50 μm in (**A**), 10 μm in (**C**); 50 nm in (**F** and **H**). (** *p* < 0.01, *** *p* < 0.001).

**Figure 5:**
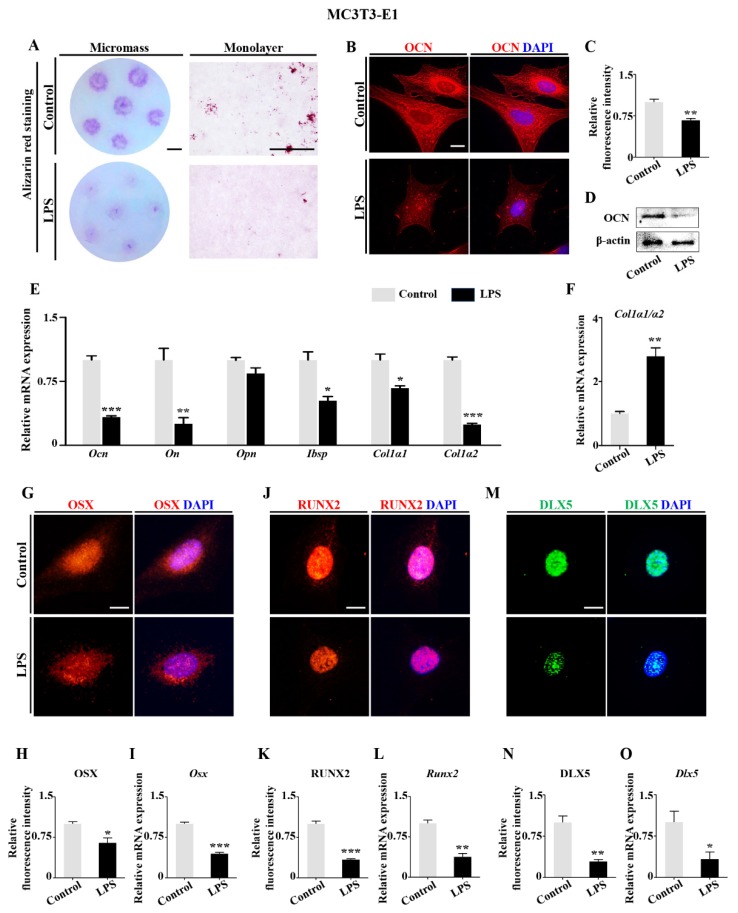
Assessment of the differentiation of MC3T3-E1 cells following LPS treatment. (**A**) Representative images of alizarin red staining of MC3T3-E1 cell mass cultures (left panels) or monolayer cultures after cultured for 21 days (right panels) of the control and LPS groups. (**B**,**C**) Representative images of OCN immunofluorescent staining on MC3T3-E1 cells counterstained with DAPI in control and LPS-treated groups Negative controls were shown in Supplementary Materials (Figure S7). (**B**). OCN expression was quantified with fluorescence intensity (**C**). (**D**) Western blot data showing OCN expression of control and LPS-treated MC3T3-E1 cells. (**E**,**F**) qPCR data showing the expressions of *Ocn*, *On*, *Alpl*, *Ibsp*, *Col1α1*, *Col1α2*, and *Col1α1*/*Col1α2* in control and LPS-treated MC3T3-E1 cells. (**G**,**J**,**M**) Representative images of DLX5 (**G**), RUNX2 (**J**), and OSX (**M**) immunofluorescent staining on MC3T3-E1 cells, counterstained with DAPI. Negative controls were shown in Supplementary Materials (Figure S7). (**H**,**K**,**N**) Fluorescent staining intensities of DLX5 (**H**), RUNX2 (**K**), and OSX (**N**) of control and LPS-treated MC3T3-E1 cells. (**I**,**L**,**O**) qPCR data showing the mRNA expression of *Dlx5*, *Runx2*, and *Osx* in control and LPS-treated MC3T3-E1 cells. Scale bars = 5 mm in (**A**); 20 μm in (**B**,**G**–**M**). (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

**Figure 6:**
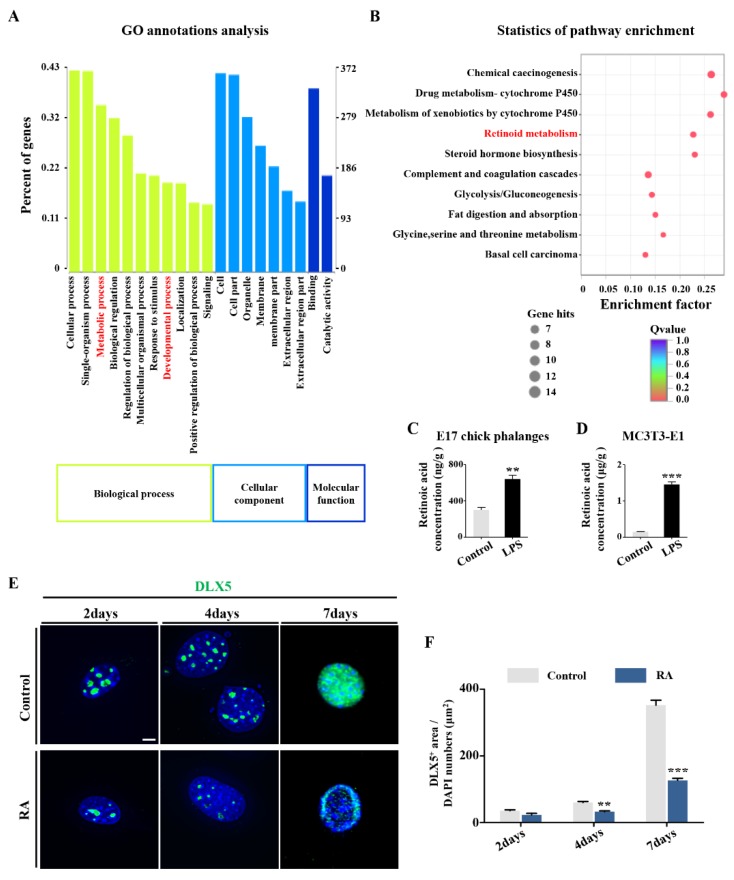
Determining the principal genes modulating osteogenesis following LPS treatment. (**A**,**B**) RNA sequencing transcript profiling showing the significantly altered signaling pathways identified using GO analysis (**A**) and KEGG analysis (**B**). (**C**,**D**) Bar charts showing RA concentration in E17 chick phalanges and MC3T3-E1 cells of control and LPS-treated groups. Units represent measured RA concentration normalized to total protein. (**E**) Representative images of DLX5 immunofluorescent staining of MC3T3-E1 cells from control and RA-treated groups, after being cultured for 2, 4, and 7 days, counterstained with DAPI. Negative controls were shown in Supplementary Materials (Figure S7). (**F**) *Dlx5* expression in each cell was quantified with the ratio of DLX5-positive area to total DAPI-positive cell numbers. Scale bars = 6 μm in (**E**). (** *p* < 0.01, *** *p* < 0.001).

**Figure 7:**
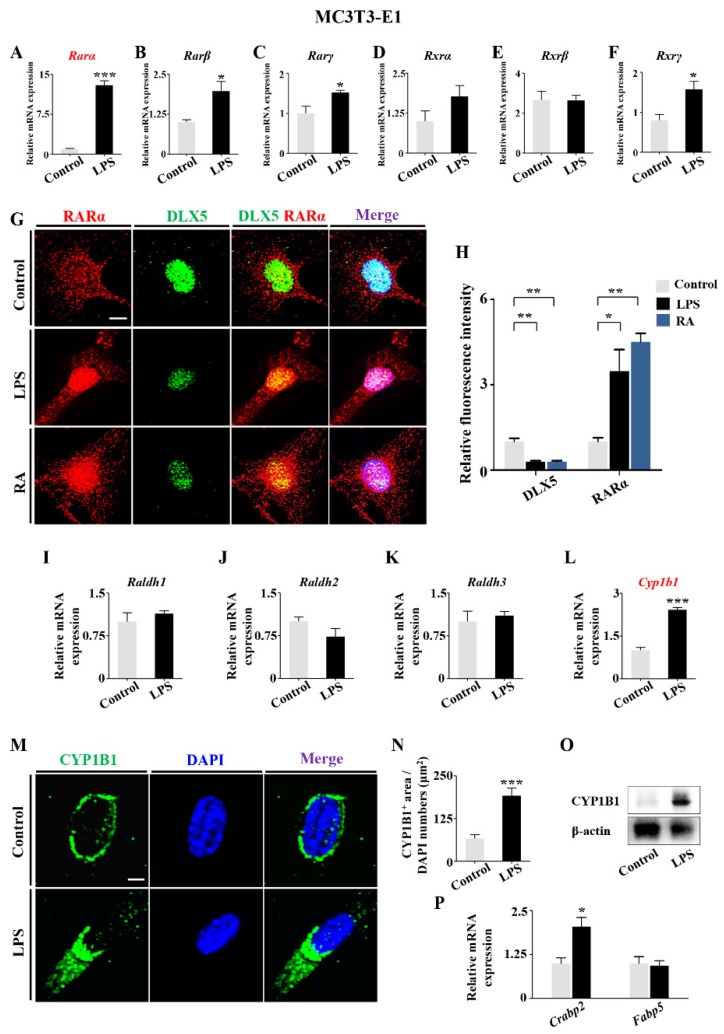
Determining the expressions of RA signaling and DLX5 following LPS treatment. (**A**–**F**) qPCR data showing the mRNA expression of *RARα* (**A**), *RARβ* (**B**), *RARγ* (**C**), *RXRα* (**D**), *RXRβ* (**E**), and *RXRγ* (**F**) in MC3T3-E1 cells of control and LPS-treated groups. (**G**) Representative images of RARα and DLX5 immunofluorescent staining in control, LPS-treated, and RA-treated MC3T3-E1 cells, counterstained with DAPI. Negative controls were shown in Supplementary Materials (Figure S7). (**H**) Immunofluorescent intensity of RARα and DLX5 expressions was quantitatively measured in control, LPS-treated, and RA-treated MC3T3-E1 cells. (**I**–**L**) qPCR data showing the expression of *Raldh1* (**I**), *Raldh2* (**J**), *Raldh3* (**K**), and *Cyp1b1* (**L**) in MC3T3-E1 cells from control and LPS-treated groups. (**M**) Representative images of CYP1B1 immunofluorescent staining in control and LPS-treated MC3T3-E1 cells, counterstained with DAPI. Negative controls were shown in Supplementary Materials (Figure S7). (**N**) Expression of CYP1B1 in each group was quantified with CYP1B1-positive area/total DAPI-positive cell numbers (**N**) in control and LPS-treated groups. (**O**) Western blot data showing the expression of CYP1B1 in MC3T3-E1 cells of control and LPS-treated groups. (**P**) qPCR data showing the mRNA expressions of *Crabp2* and *Fabp5* in control and LPS-treated MC3T3-E1 cells. Scale bars = 10 μm in (**G**); 6 μm in (**M**). (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

**Figure 8:**
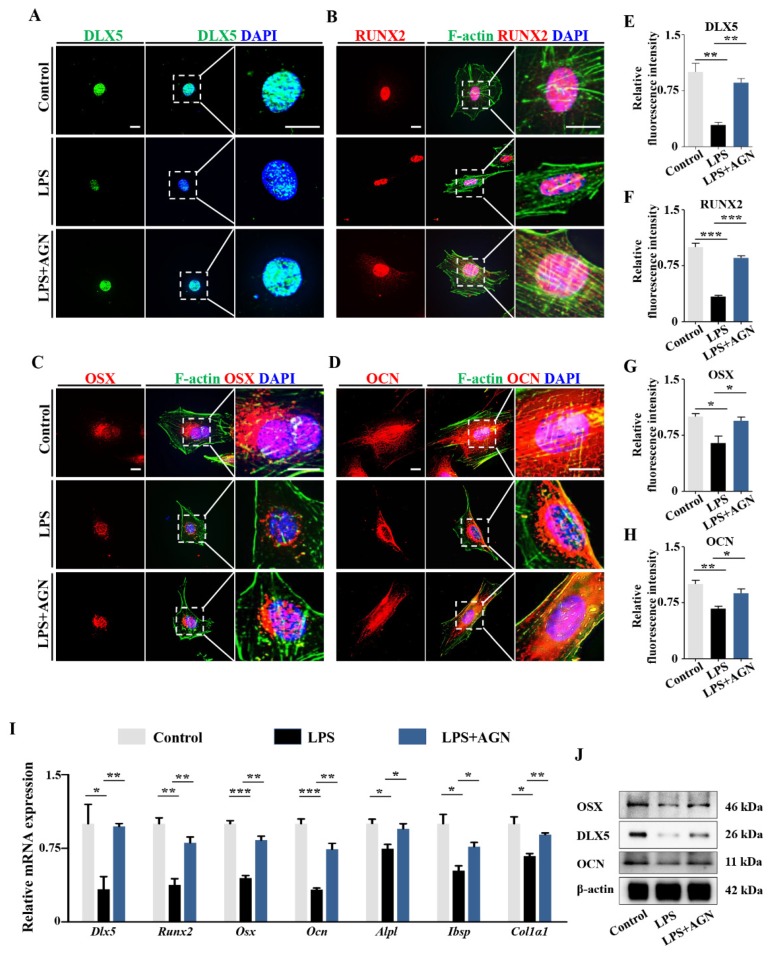
Determining the expression of osteogenesis-related genes following LPS treatment and blockage of RA signaling. (**A**–**D**) Representative images of DLX5 immunofluorescent staining on MC3T3-E1 cells, counterstained with DAPI (**A**), immunofluorescent staining of RUNX2 (**B**), Osx (**C**), and OCN (**D**), counterstained with F-actin and DAPI from control, LPS-treated, and LPS+AGN-treated groups. Negative controls were shown in Supplementary Materials (Figure S7). (**E**–**H**) Fluorescent staining intensities of DLX5 (**E**), RUNX2 (**F**), OSX (**G**), and OCN (**H**) from control, LPS-treated, and LPS+AGN-treated groups. (**I**) qPCR data showing the mRNA expression of *Dlx5*, *Osx*, *Runx2*, *Ocn*, *Alpl*, *Ibsp*, and *Col1α1* in MC3T3-E1 cells from control, LPS-treated, and LPS+AGN-treated groups. (**J**) Western blot data showing the protein expressions of OSX, DLX5, and OCN in MC3T3-E1 cells from control, LPS-treated, and LPS+AGN-treated groups. Scale bars = 15 μm in (**A**–**D**). (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

**Figure 9:**
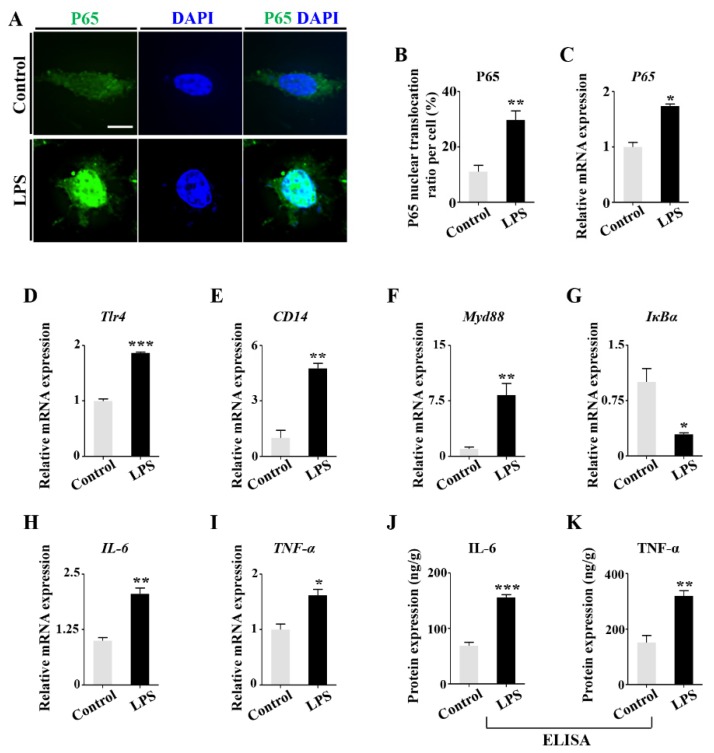
Determining the expression of the inflammatory factors following LPS treatment. (**A**) Representative images of P65 immunofluorescent staining on control and LPS-treated MC3T3-E1 cells, counterstained with DAPI. Negative controls were shown in Supplementary Materials (Figure S7). (**B**) Bar chart comparing the P65 nuclear translocation ratios (percentage) in every cell between control and LPS-treated group. (**C**–**I**) qPCR showing the expressions of *P65*, *Tlr4*, *CD14*, *Myd88*, *IL-6*, and *TNF-α* genes at mRNA level of control and LPS-treated MC3T3-E1 cells. (**J**,**K**) ELISA assay showing the protein expression of IL-6 and TNF-α. Units represent measured protein normalized to total protein. Scale bars = 10 μm in (**A**). (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

**Figure 10:**
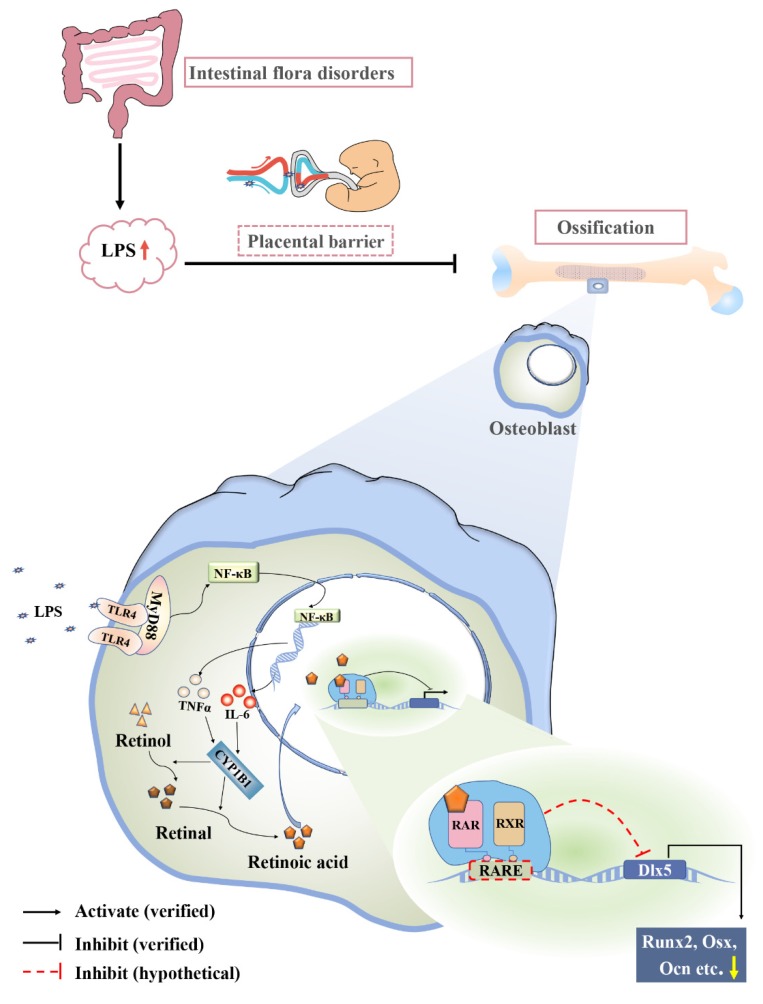
Proposed mechanism of RA-mediated *Dlx5* expression in abnormal osteogenesis induced by dysbacteriosis-induced LPS elevation.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/7/2518/s1.

## Abbreviations

LPS	lipopolysaccharide
LH Dlx5	lincomycin hydrochloride distal-less homeobox 5
RA	retinoic acid
RARα RARE OZ BMD BV Tb PO BM MVs TRAP	retinoic acid receptor α retinoic acid receptor element ossification zone bone mineral density bone volume trabecular bone periosteum bone marrow matrix vesicles tartrate-resistant acid phosphatase

# Supplementary material for: Dysbacteriosis-Derived Lipopolysaccharide Causes Embryonic Osteopenia through Retinoic-Acid-Regulated DLX5 Expression
**Source:** Int J Mol Sci. 2020 Apr 4;21(7):2518. doi: 10.3390/ijms21072518
**Supplement:** Supplementary file 1

**
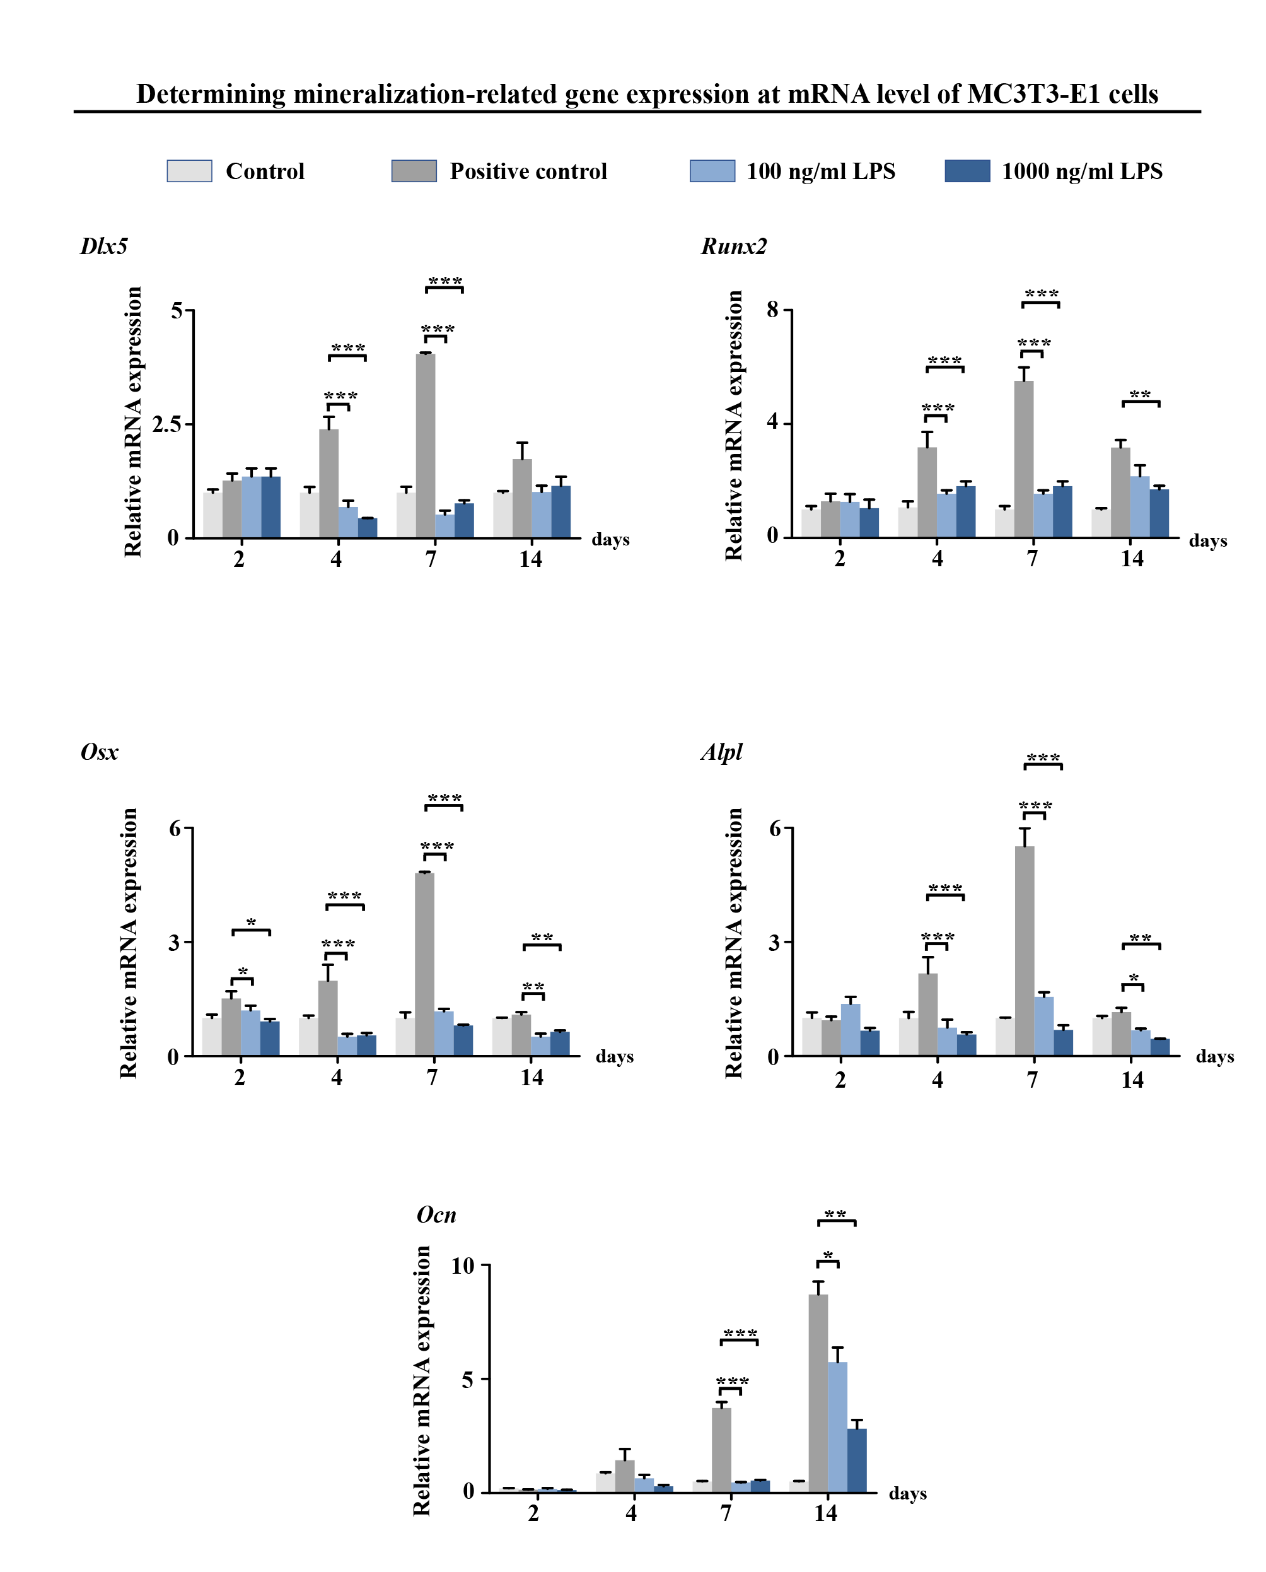
Supplementary material**

**Figure S1.** Determining osteogenesis-related gene expression at mRNA level in MC3T3-E1 cells. qPCR data showing the mRNA expression of *Dlx5*, *Runx2*, *Osx*, *Alpl*, and *Ocn* in MC3T3-E1 cells, which were cultured for 2, 4, 7, and 14 days from control, positive (inducing) control, 100 ng/mL LPS-treated, and 1000 ng/mL LPS-treated groups. The control cells were cultured in normal complete medium. Positive control cells were cultured with osteogenic differentiation medium. LPS-treated cells were cultured with osteogenic differentiation medium supplemented with 100 ng/ml or 1000 ng/ml LPS.

***
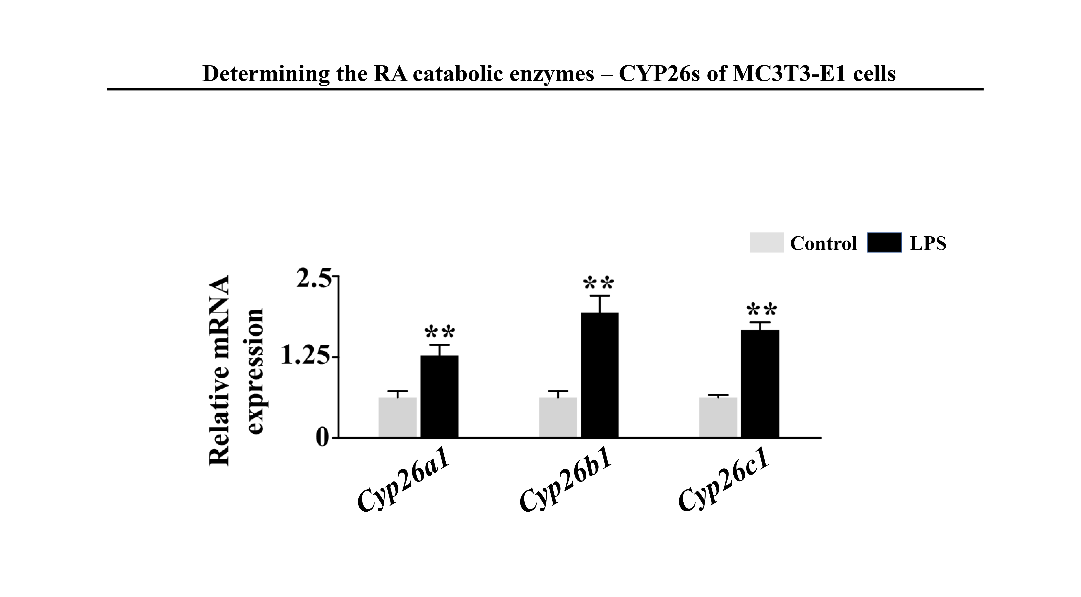
***

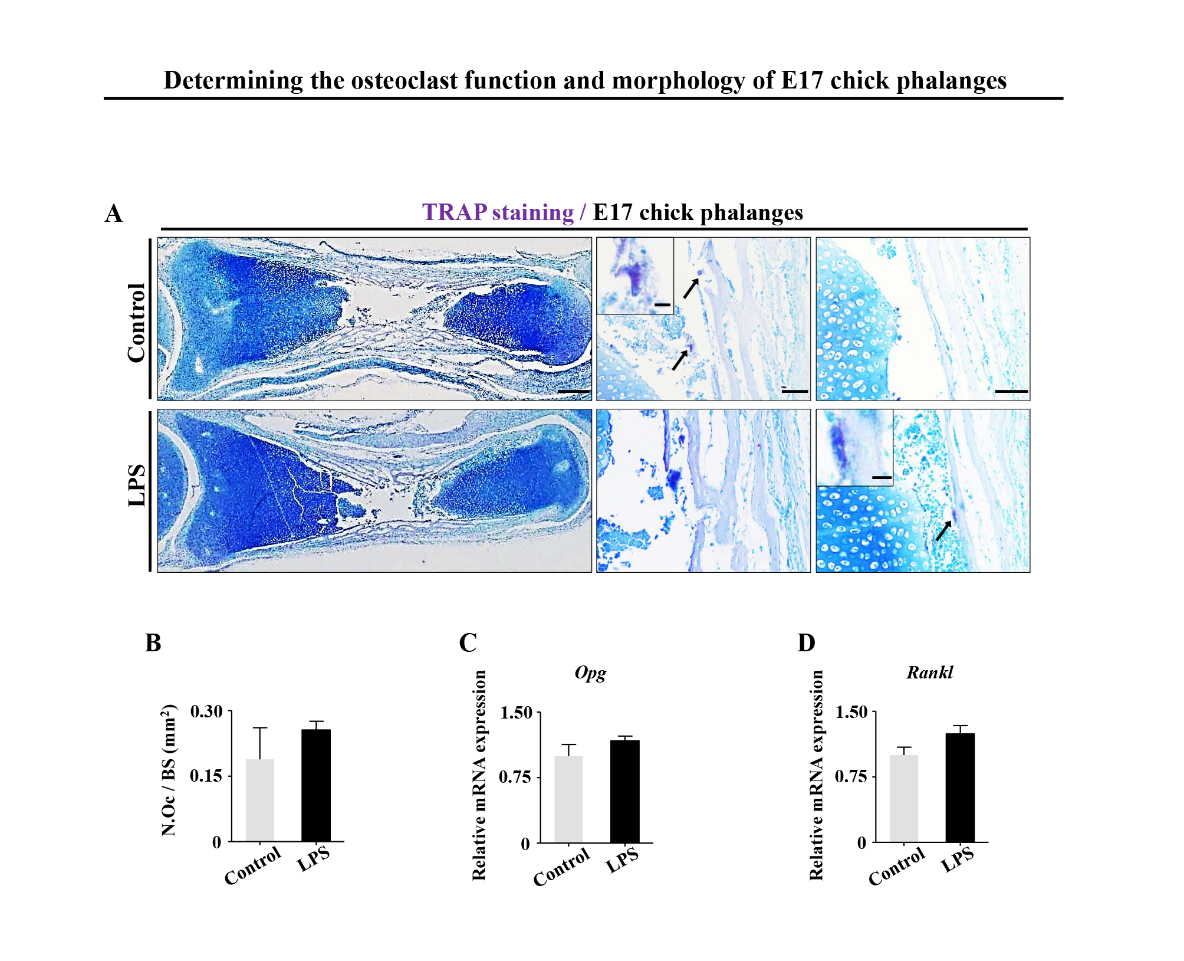
**Figure S2.** The assessment of RA catabolic enzymes - CYP26s genes expression in MC3T3-E1 cells. qPCR data showing the mRNA expression of *Cyp26a1*, *Cyp26b1* and *Cyp26c1* in control and LPS-treated groups.

**Figure S3. Determining the osteoclasts morphology and function in E17 chick phalanges.** (A) Representative images of tartrate-resistant acid phosphatase (TRAP) staining on longitudinal sections of E17 chick phalanges from control and LPS-treated groups. The right panels are the higher magnification images. (**B**) Bar charts showing the ratios of number of osteoclasts to bone surface between control and LPS-treated groups. (**C**-**D**) qPCR data showing the mRNA expression of *Opg* (**C**) and *Rankl* (**D**) in control and LPS-treated groups. Scale bars = 300 μm in left panels; 10 μm in top right panels; 66 μm in lower right panels.

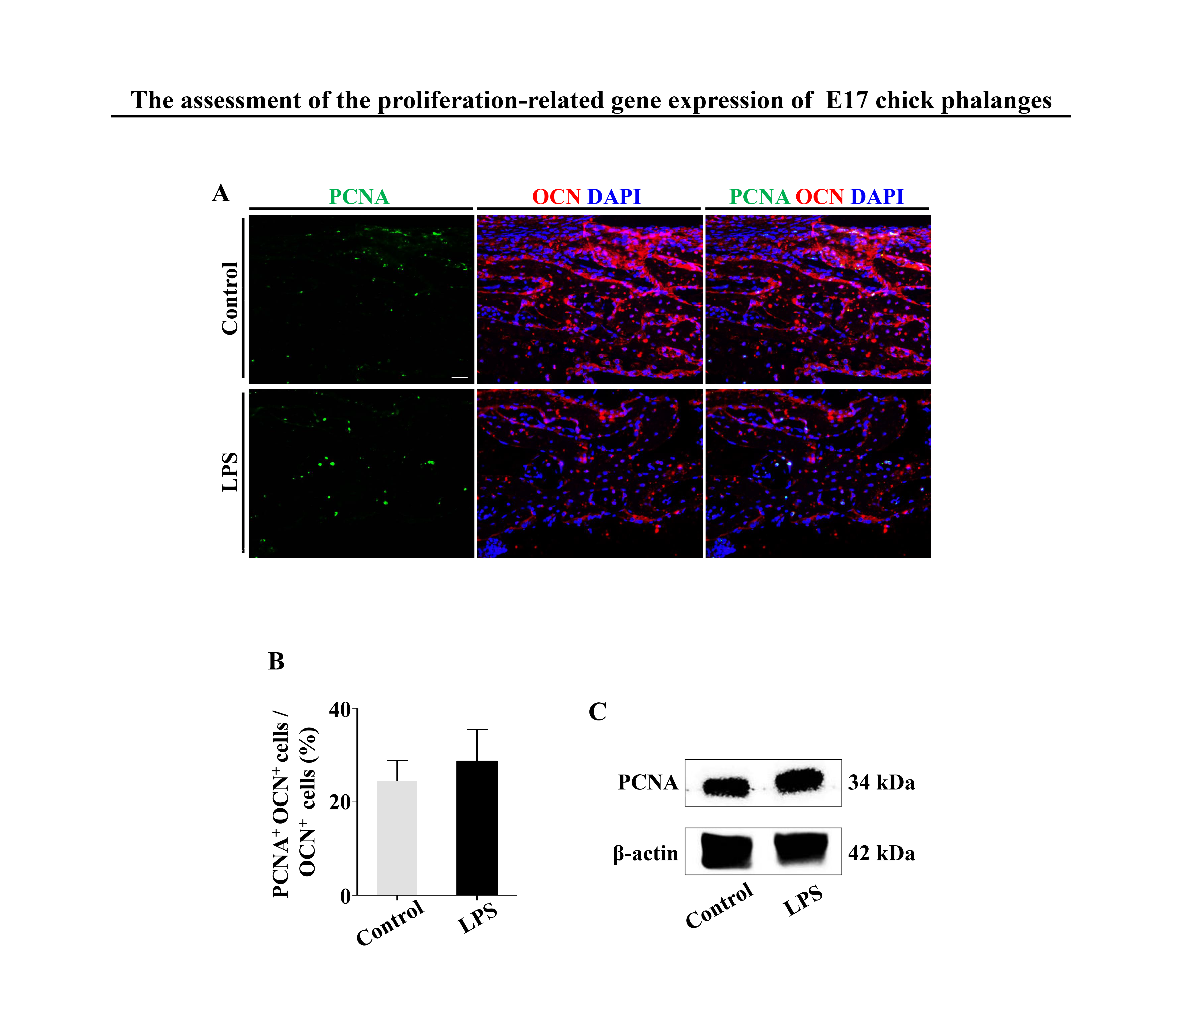

**Figure S4.** **The assessment of the proliferation-related gene expression in E17 chick phalanges.** (**A**) Representative immunofluorescent staining of PCNA and OCN on the longitudinal sections of E17 chick phalanges trabecular bone from control and LPS-treated groups, counterstained with DAPI. (**B**) Bar chart showing the ratio of PCNA and OCN immunofluorescent double staining positive cells to total OCN positive cells. (**C**) Western blot showing the expression of PCNA from control and LPS-treated groups. Scale bars = 50 μm in A.

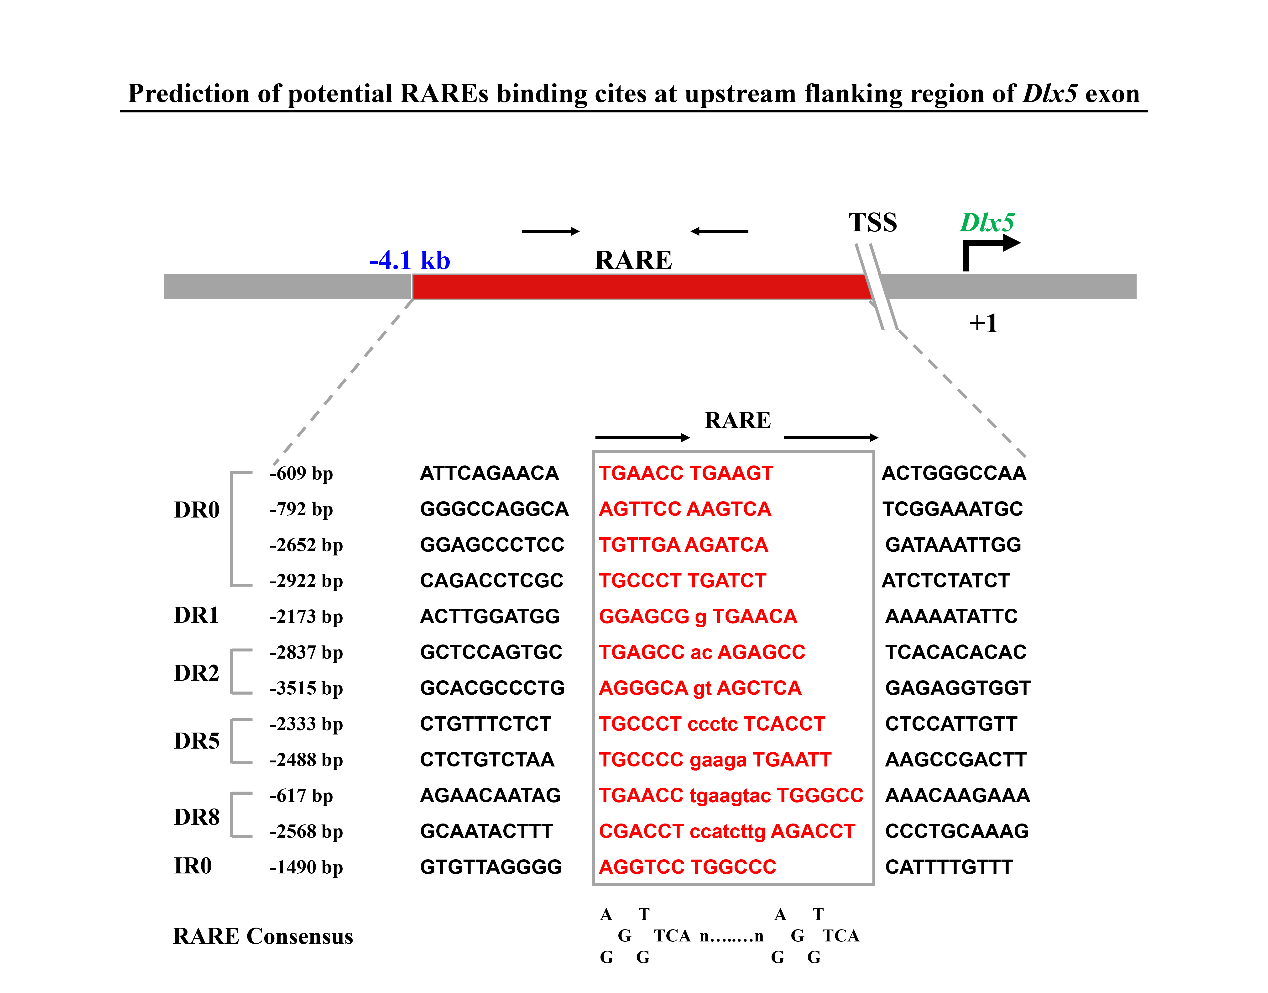

**Figure S5. Prediction of potential RAREs binding cites at upstream flanking region of the exon of *Dlx5* in MC3T3-E1 cells.** In silico analysis of the ∼4.1-kb mouse *Dlx5* promoter region, using NUBIScan, identified multiple potential RAREs.

**
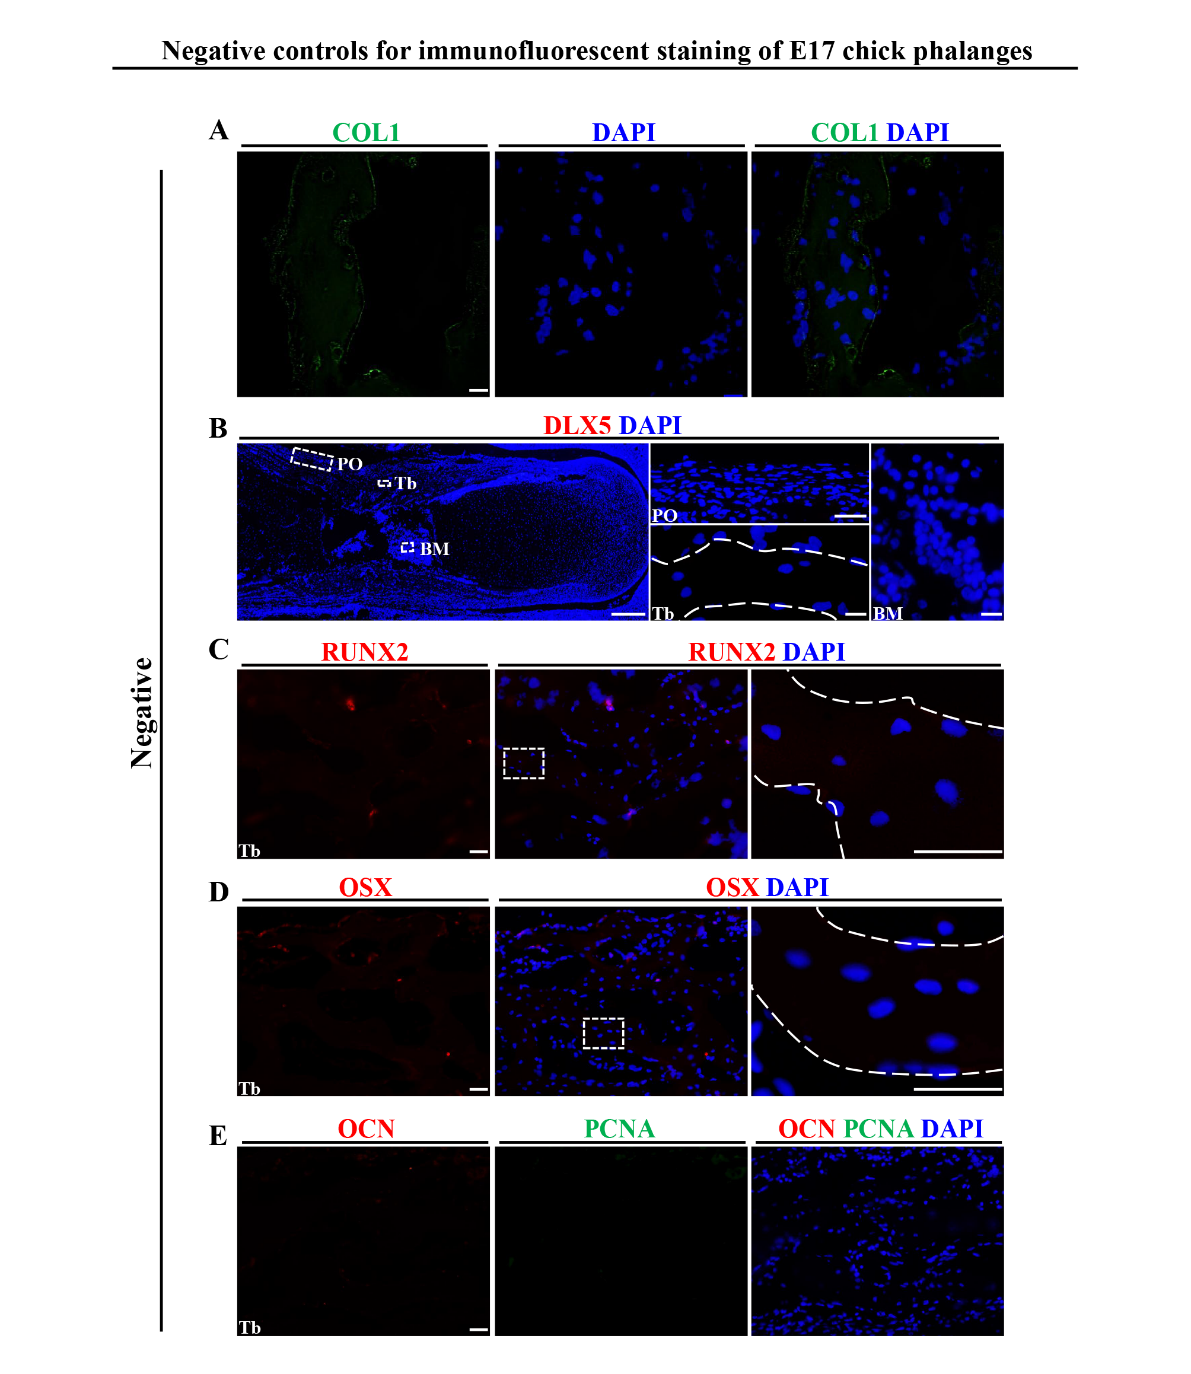
**

**Figure S6.** Negative controls of E17 chick phalanges for COL1, DLX5, RUNX2, OSX, OCN and PCNA immunofluorescent staining. Scale bars = 10 μm in A; 50 μm in B-E.

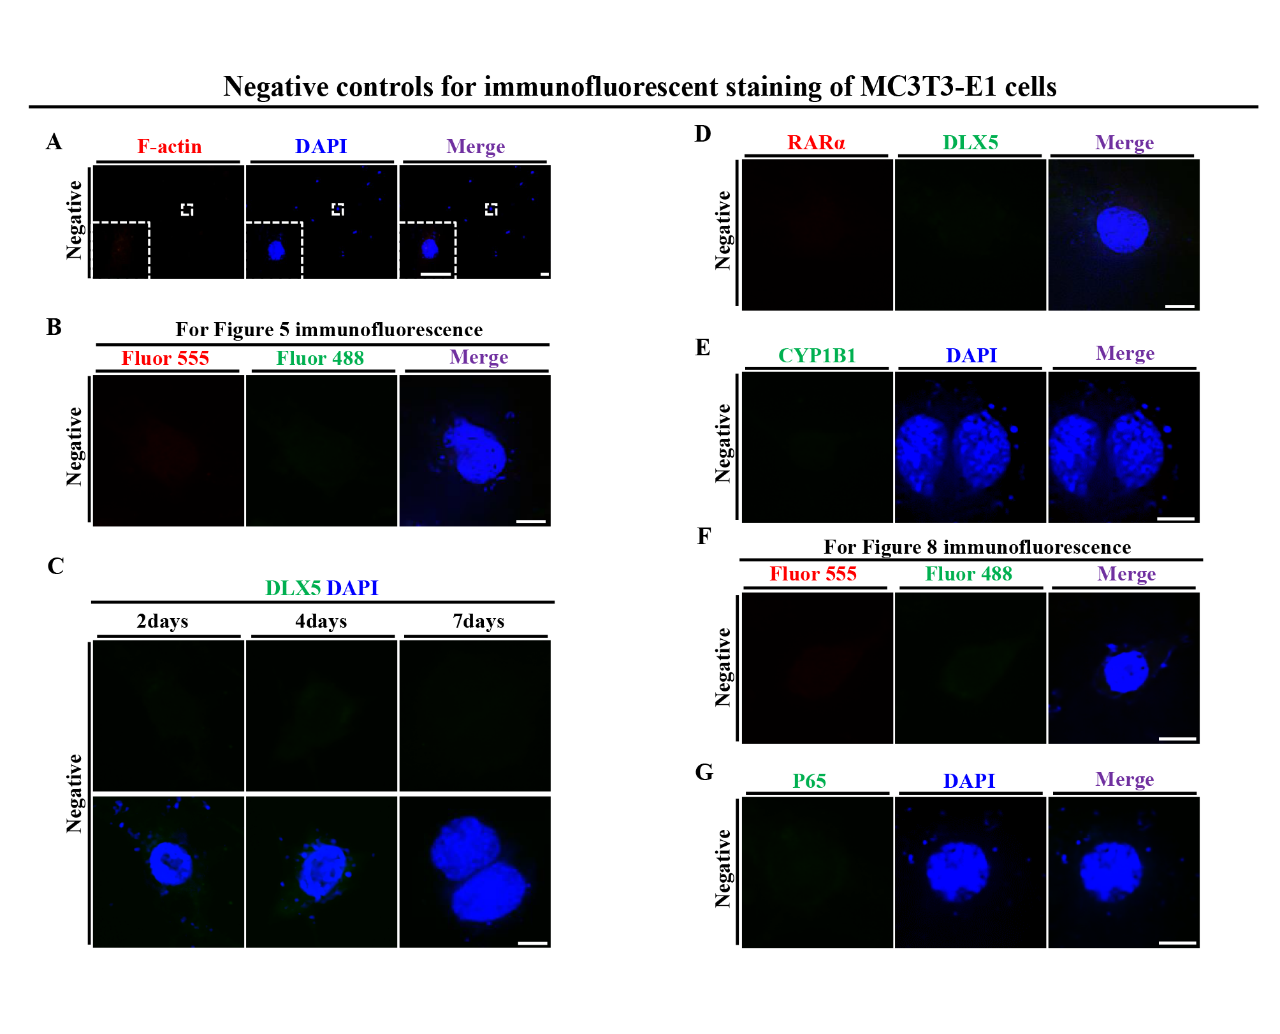

**Figure S7.** Negative controls of MC3T3-E1 cells for F-actin (A, Figure 4), DLX5 (C, Figure 6), RARα, DLX5 and CYP1B1 (D-E, Figure 7), P65 (G, Figure 9) immunofluorescent staining. B and F are 2^nd^ antibody staining controls for Figure 5 (B) and Figure 8 (F), respectively. Scale bars = 50 μm in A; 20 μm in B-G.

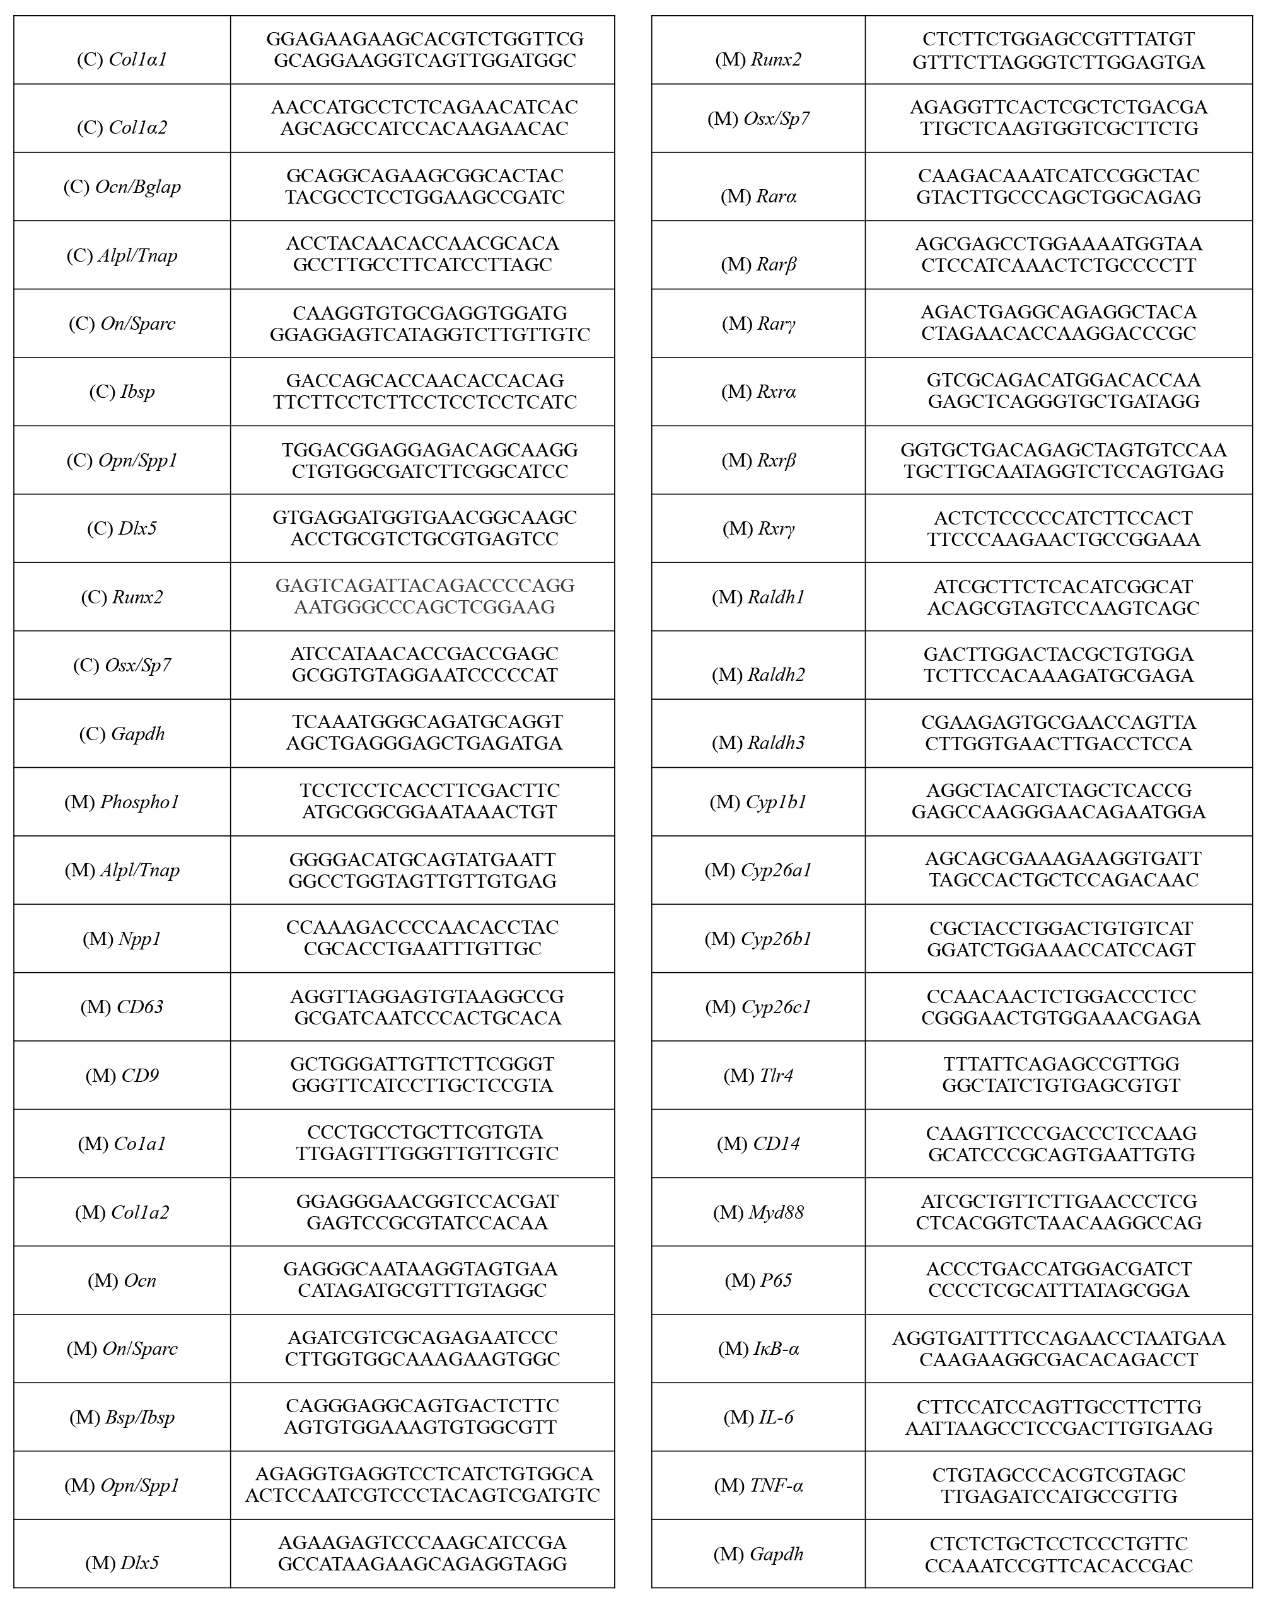

**Table S1. The sets of primers used in this study.**

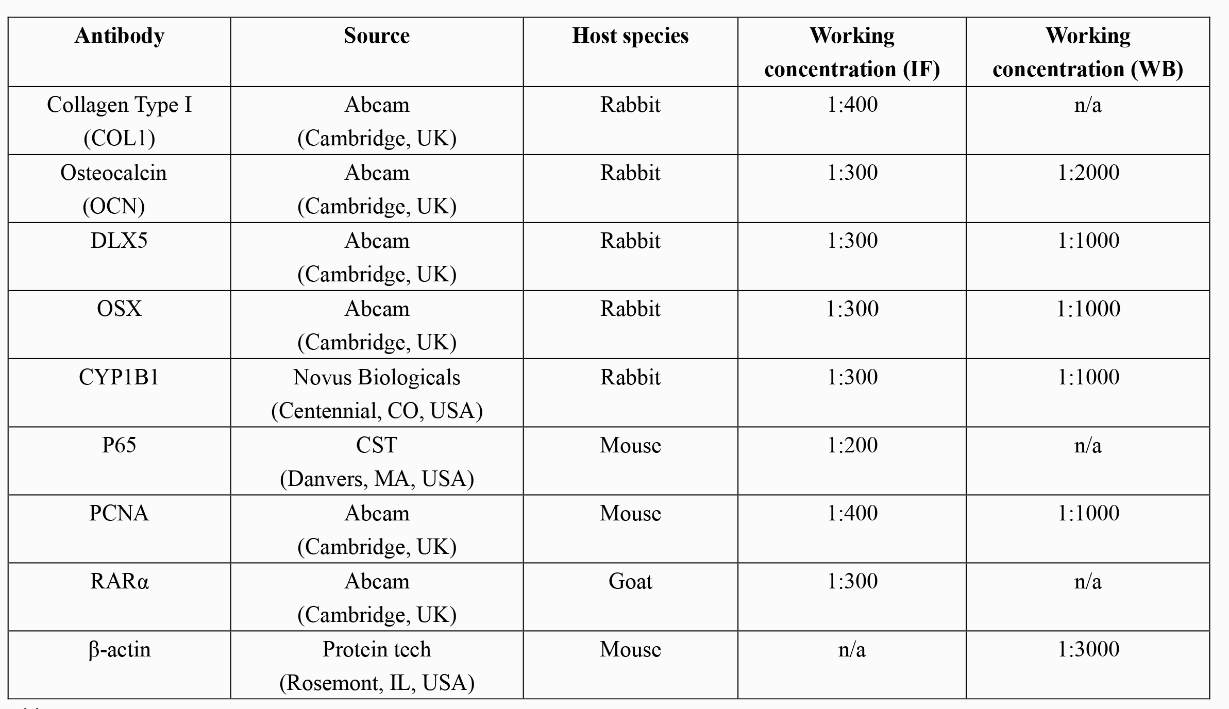

**Table S2: List of primary antibodies, the source, host species and working dilutions.** IF: Immunofluorescence; WB: Western blot.

How the deposited data were processed for this re-analysis (not part of the article)

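RNA of whole chick embryos at stage HH10 was sequenced in 3 control and 3 LPS-treated samples, and the samples were grouped by their labels. The authors deposited a single table with 1 value per transcript and sample for 38118 transcripts, of which 9724 were listed at 0 in every sample. Neither the table, the labels nor the paper's text names the unit, the aligner, the quantification, the genome build or any filter. The unit was inferred to be FPKM from the values, which were not whole numbers and did not share a column sum. Gene symbols were taken from the table itself. Gene coordinates are not reported, as no build is named.

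Absolute depth is unknown, so no counting error is given and a value of 0 has no stated upper limit. Depth relative to control sample 1 was estimated from the low values of genes with a single transcript, where a step between values is worth 1 read. Against control sample 1, it was 100.0% and 91.4% in control samples 2 and 3, and 98.6%, 83.5% and 84.7% in LPS samples 1, 2 and 3.

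The tools were R 4.3.3 with limma 3.58.1 and statmod 1.5.0, and numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Transcript values were summed per gene, and genes with a value of at least 1 in at least 3 samples were kept (10751 of 24881). The values were used as deposited, as log2(FPKM + 1), and compared by lmFit and eBayes with the trend and robust options, without pairing the samples. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested, and 0.05 was the threshold. The design preferred edgeR on counts and named this limma test for a table of FPKM only, and since the table holds no counts, edgeR and DESeq2 were not run. The method was tested on simulated data, in which 200 of 10423 genes were changed 2-fold. It recovered 199 of them and called 4 unchanged genes, and with no gene changed it called 0 of 10454. The changed genes were drawn only from genes above a minimum control mean. The simulated noise was independent between genes, with a spread set by expression alone. The simulation thus does not show the recovery of genes of low expression or under correlated noise.

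The lists of genes were written by hand and fixed before the data were examined. They were 10 lists for the pathways of Fig. 6B, and lists of RA target genes, of genes that respond to LPS and NF-κB, of markers of the yolk sac and extraembryonic endoderm, primitive blood, somites and paraxial mesoderm, neural tube and neural crest and heart, of posterior HOX genes, of genes of the W chromosome and of the genes the paper names. Lists with at least 5 tested genes were tested with camera with a preset correlation of 0.01, and beside it with fry and with camera with an estimated correlation. Camera was first run with a variance trend and then without, since the design named none, and both results were seen. The list for the W chromosome had 1 tested gene (log2 fold change −0.087) and no test, so the sex of the embryos was not assessed. The list of genes the paper names had a median log2 fold change of 0.087 over 23 genes and an adjusted p of 0.0711. Over-representation was tested with a one-sided Fisher's exact test against all tested genes with a symbol.

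The genes named in the text were chosen by a rule set beforehand. These are the genes the paper names, the retinol metabolism, RA target, LPS response and cytochrome P450 genes with an adjusted p under 0.05, and the 5 largest rises and 5 largest falls among named genes with an adjusted p under 0.05, a mean of at least 5 FPKM and groups that do not overlap. Genes named for another reason are marked where they appear, and a result that the rule covers is not reported here. The alternatives tried were quantile normalization, limma without trend, no filter, a value of at least 1 in every sample, a pseudocount of 0.1, the sample number as a block, each sample left out in turn, a stricter threshold, other set tests and, chosen after the data were seen, columns scaled to a common sum with and without the mitochondrially encoded genes, transcripts in place of genes and camera with a variance trend. Sentences of the paper about mouse embryos, chick phalanges or MC3T3-E1 cells have no data in the table.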

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

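The splits, the random lists and the other tests of explanations in this part were all chosen after the results were seen. So was the set of mitochondrially encoded genes. The yolk sac, primitive blood, posterior HOX and heart lists were fixed before the data were examined, and their limma and camera tests were planned. Each of the 4 results concerns genes that the paper does not discuss and that were higher in the LPS-treated than in the control samples. For each of them, only the real split, 1 of the 10 splits of the 6 samples, gave a set test p as small, and with 10 splits the share cannot fall under 0.1. No batch is named in the labels or the paper, and the table gives no gene lengths or GC content, so a bias from these was not tested.

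The list for the yolk sac and extraembryonic endoderm had a median log2 fold change of 0.56, with 24 of 25 genes higher and 15 past an adjusted p of 0.05 over all genes (18 adjusted over the list alone). The adjusted p of the list was 1.19e-16 by camera and 0.0138 with an estimated correlation, and its mean was above all controls in 3 of 3 LPS-treated samples. Its most abundant genes were APOA1, with 712 ± 31.6 FPKM in control and 1666 ± 69.1 FPKM in LPS-treated embryos, RBP4, with 99.0 ± 1.63 and 244 ± 1.61 FPKM, and FGB, with 133 ± 5.72 and 196 ± 3.68 FPKM. Of the list's genes, 11 are also in another list, and the 14 in no other list had a median of 0.42. A scaling factor per sample was argued against, as the median lay at percentile 100 of 10000 random lists of matched expression, and with columns scaled to a common sum it was 0.49. A later stage of the LPS-treated embryos as the only cause was argued against by the heart list, whose median was −0.23 and whose mean was below all controls in 3 of 3 LPS-treated samples, although HAND1 and HAND2 of that list, named after their values were seen, rose by 0.44 and 0.42 on the log2 scale. The heart list did not pass 0.05 with an estimated correlation (adjusted p 0.110). Its adjusted camera p was also above 0.05 without LPS sample 1 (0.0528) and with columns scaled to a common sum (0.0560). A larger share of extraembryonic tissue in the LPS-treated samples stays open. Of the 14 list genes with at least 5 FPKM, 11 were higher in every LPS-treated sample and 0 were lower in every one, with log2 fold changes from −0.21 to 2.06. The paper's text does not say how the embryos were freed from extraembryonic tissue, so a difference in what was harvested and an effect of LPS on this tissue cannot be told apart.

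The primitive blood list had a median log2 fold change of 0.89, with 10 of 10 genes higher and 7 past an adjusted p of 0.05 (8 adjusted over the list alone). Its adjusted p was 1.85e-10 by camera and 0.0138 with an estimated correlation, and 3 of 3 LPS-treated samples were above all controls. The median was 0.48 without LPS sample 1, 0.60 without LPS sample 2 and 0.55 without LPS sample 3. In each of these fits 9 genes of the list were tested. GFI1B, at 0.18 FPKM or less in the controls, then no longer had 3 samples at 1 FPKM or more. These medians are thus over fewer genes and do not by themselves show a smaller change. With all samples, the median lay at percentile 100 among the random lists, which argues against a scaling factor per sample. The 4 globin genes rose by 20.1-fold (HBAA), 19.2-fold (HBE), 8.46-fold (HBZ) and 3.58-fold (HBAD), and the largest fold was 5.61 times the smallest. The folds between single samples ran from 14.4 to 26.8 for HBAA and from 3.07 to 4.21 for HBAD, so a larger number of blood cells of the same kind is argued against as the whole cause. Reads shared between the globin genes are argued against as the whole cause by 3 genes other than globins past 0.05, which were LMO2, GFI1B and CDH5, named after their values were seen. LMO2 had 128 ± 2.76 FPKM in control and 179 ± 5.04 FPKM in LPS-treated embryos. A change in the maturity of the blood cells and a difference in harvested tissue were not tested and stay open.

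The list of posterior HOX genes had a median log2 fold change of 0.87, with 8 of 8 genes higher, 6 past an adjusted p of 0.05 over all genes and 8 adjusted over the list alone. Its adjusted p was 3.28e-08 by camera and 0.0185 with an estimated correlation, and 3 of 3 LPS-treated samples were above all controls. The most abundant of them, HOXB7, had 7.26 ± 0.658 FPKM in control and 14.6 ± 0.347 FPKM in LPS-treated embryos, and the list is expressed at low levels. The median lay at percentile 99.99 among the random lists, which argues against a scaling factor, and stayed between 0.75 and 0.97 across 11 alternatives. A later stage of the LPS-treated embryos as the only cause is argued against, as for the yolk sac list, by the heart list with its median of −0.23. A rise of RA signaling across its target genes stays open. The RA target genes other than HOX genes had a median of −0.043, with genes in both directions, which decides nothing. More posterior tissue in the LPS-treated samples stays open as well. In the somite list, MSGN1, TBX6 and DLL1 rose by 1.23, 1.13 and 0.86 on the log2 scale, while RIPPLY2 fell by 1.16 and LFNG fell by 0.23, and these genes were named after their values were seen.

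The 13 mitochondrially encoded genes had a median log2 fold change of 0.47, with all 13 past an adjusted p of 0.05 and higher in every LPS-treated sample. They made up 17.1% to 17.5% of the column sum in control samples and 21.6% to 22.0% in LPS-treated samples. The median lay at percentile 100 among the random lists, and with columns scaled to a common sum it was 0.37, so a scaling factor per sample is argued against. A rise of the same size in the 50 respiratory chain genes of the nucleus was argued against, as 2 of them reached the 0.27 of the lowest mitochondrially encoded gene. Their log2 fold changes ran from −0.40 to 0.39, 33 higher and 17 lower, with a median of 0.027, and those of the mitochondrially encoded genes from 0.27 to 0.59. The 0.027 lay at percentile 96.9 of the random lists, so a small rise of these genes is not excluded, and under a common sum it was −0.073. A change in the number of mitochondria, and a difference in RNA extraction or selection between the groups, were not tested and stay open.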

How the results depend on the processing

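Of 18 alternatives to the retinol metabolism list's test, 17 kept its direction and an unadjusted camera or fry p under 0.05, with medians from 0.0057 to 0.14. Adjusted over the lists, its p of 0.0358 was above 0.05 in 4 of the 6 fits that left out 1 sample, at 0.0507 without control sample 2, 0.0555 without control sample 3, 0.0528 without LPS sample 1 and 0.0605 without LPS sample 2, and with columns scaled to a common sum (0.0566). With camera's estimated correlation the median of 0.088 had a p of 0.0714. Limma without trend cannot change camera's result, so its value holds by construction. Leaving out 1 sample moved the median from 0.043 (without control sample 3) to 0.14 (without LPS sample 3), and values of 0.051 and 0.056 came without LPS samples 2 and 1. For DLX5, 14 of 14 alternatives kept the direction and stayed above 0.05.

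The 1141 genes past 0.05 became 672 with the sample number as a block and 561 to 671 in the 6 fits that each left out 1 sample, where fewer samples were compared. They became 352 at an adjusted p under 0.01 and 175 with a log2 change of at least 1, which follows from the stricter thresholds. With columns scaled to a common sum, chosen after the data were seen, there were 2377 (446 higher and 1931 lower), and the median of all genes was −0.11. Without the mitochondrially encoded genes in the sum there were 1185 (517 higher and 668 lower), and the median was −0.041, so most of the increase came from the larger part of the sum that these genes made up in LPS-treated samples. The number was 1106 with quantile normalization, 854 without trend, 794 without a filter, 1148 with at least 1 FPKM in every sample and 1096 with a pseudocount of 0.1. At the level of transcripts, also chosen afterwards, 848 genes had a transcript past 0.05. Across genes, the centred values of a control and an LPS-treated sample with the same number had correlations of 0.057, 0.0026 and −0.037. Genes are not independent replicates, and these correlations cannot exclude a batch shared by samples of the same number. In a principal component analysis, the second component was 17.1 in control sample 1 and 18.2 in LPS sample 1. It was negative in all other samples. Whether the sample numbers pair the samples thus stays open.

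Of the 10 pathways of Fig. 6B, 4 were over-represented and 1 with columns scaled to a common sum. Without the mitochondrially encoded genes in the sum there were 5, so this loss also came from the part of the sum that these genes made up. The other alternatives gave 3 or 4 lists. The number of lists past 0.05 by camera lay between 9 and 14 across 11 alternatives, 12 as reported.

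These results reversed, and the cause was not tested except for the common sum. With columns scaled to a common sum, the medians became −0.043 (drug metabolism), −0.029 (xenobiotic metabolism), −0.068 (glycine, serine and threonine metabolism) and −0.0040 (genes the paper names), and the log2 fold changes −0.012 for ACTB and −0.079 for TNFRSF11B. Without the mitochondrially encoded genes in the sum, they were −0.013 for glycine, serine and threonine metabolism and −0.014 for TNFRSF11B, and the other 4 did not reverse (0.031 for drug metabolism, 0.042 for xenobiotic metabolism, 0.068 for the genes the paper names and 0.068 for ACTB). With quantile normalization, they were −0.029 for ACTB, 0.0011 for CD9 and 9.6e-04 for the somite list. When 1 sample was left out in turn, the medians ran from −0.062 to 0.069 for glycine, serine and threonine metabolism and from −0.043 to 0.066 for the somite list. The log2 fold changes ran from −0.032 to 0.0015 for SPARC, −0.12 to 4.2e-04 for RARB, −0.24 to 0.13 for CD9, −0.089 to 0.0068 for CRABP2, −0.18 to 0.40 for PHOSPHO1 and −0.11 to 0.080 for TNFRSF11B. They ran from −0.10 (without LPS sample 1) to 0.44 (without LPS sample 3) for CYP1B1, which was −0.073 without LPS sample 2, and from −0.41 to 0.62 for CYP26C1, which was 0.0031 without control sample 1 and 0.62 without LPS sample 3. SPARC reversed without LPS sample 1, RARB without control sample 3, CRABP2 without control sample 2, PHOSPHO1 without control sample 1, CD9 without control sample 2 or 3 or LPS sample 3, and TNFRSF11B without control sample 1 or LPS sample 1 or 3. The median of glycine, serine and threonine metabolism reversed in 5 of the 6 fits and that of the somite list in 4.

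In the other lists, 9 of 198 values became weaker and 4 stronger, and among single genes 45 of 587 became weaker and 4 stronger. The list for the response to LPS and NF-κB (median 0.099, adjusted p 0.0382) passed 0.05 in 4 of 11 alternatives, and its median was 0.025 without control sample 3. The adjusted p of this list was 0.0785 with camera's variance trend and from 0.0377 to 0.14 when 1 sample was left out. When 1 sample was left out, the medians ran from 0.023 to 0.11 for drug metabolism (0.050 with all samples), from 0.024 to 0.092 for xenobiotic metabolism (0.059), from 0.056 (without LPS sample 1) to 0.089 for steroid hormone biosynthesis (0.087) and from 0.0015 (without LPS sample 1) to 0.086 for the genes the paper names (0.087). The 0.087 of steroid hormone biosynthesis and of the genes the paper names equals the log2 fold change of CYP1B1. CYP26A1 had an adjusted p of 0.0507 with the sample number as a block and 0.0504 without LPS sample 3.

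Only relative depth can be estimated, and LPS samples 2 and 3 had about 84% of that of control sample 1. Genes near 1 FPKM differ most between replicates, and a value of 0 cannot be told from low expression.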

Differences from the paper's values

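The enrichment factors of Fig. 6B were read by eye and are compared with the number of genes with an adjusted p under 0.05 divided by the number of list genes in the table. The lists were written by hand, and the paper's denominators are not known. The paper's value for chemical carcinogenesis is about 0.26 in Fig. 6B, read by eye, and the value here was 0.167. Of the alternatives set before the data were examined, no filter gave 0.25 and closed the gap, and the log2 threshold (0.0833) and the block (0.167) did not. For glycolysis and gluconeogenesis, the paper's value is about 0.14 in Fig. 6B, read by eye, and the value here was 0.333. A log2 change of at least 1 gave 0.111 and closed the gap, and no filter (0.278) and the block (0.306) did not. For glycine, serine and threonine metabolism, the paper's value is about 0.17 in Fig. 6B, read by eye, and the value here was 0.333. No filter (0.2) and the block (0.233) closed the gap, and the log2 threshold (0) did not.

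The values for 2 pathways were close to those of Fig. 6B, read by eye. They were 0.189 for complement and coagulation cascades (about 0.14 in the paper) and 0.163 for basal cell carcinoma (about 0.13). For basal cell carcinoma, the log2 threshold (0.0204) and the block (0.0612) gave values that differed. None of the alternatives set before the data were examined closed the gap for the pathways that follow. The paper's value for retinol metabolism is about 0.23 in Fig. 6B, read by eye, against 0.0455 here, and the alternatives gave 0 to 0.0455. For drug metabolism, the paper's value is about 0.29 in Fig. 6B, read by eye, against 0.0833 here, with 0 to 0.167 under the alternatives. For xenobiotic metabolism, the paper's value is about 0.26 in Fig. 6B, read by eye, against 0 here, with 0 to 0.111. For steroid hormone biosynthesis, the paper's value is about 0.23 in Fig. 6B, read by eye, against 0.0476 here, with 0 to 0.0476. For fat digestion and absorption, the paper's value is about 0.15 in Fig. 6B, read by eye, against 0.333 here, with 0.25 to 0.333.

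Fig. 6B shows retinol metabolism as an enriched pathway. Here 1 of 12 tested genes of the list passed an adjusted p of 0.05 (exact p = 0.770), and none of the alternatives to this count placed it past 0.05, while as a shift of the whole list the camera p was 0.0207. Fig. 6B also shows basal cell carcinoma, drug metabolism and steroid hormone biosynthesis as enriched. Basal cell carcinoma was over-represented (adjusted p 0.0193) with columns scaled to a common sum without the mitochondrially encoded genes, a setting chosen after seeing the values. As a shift of the whole list, drug metabolism had an adjusted camera p of 0.0487 without control sample 1, and steroid hormone biosynthesis had an adjusted p of 3.71e-04 under fry. Xenobiotic metabolism did not pass 0.05 under any setting run. The paper states that levels of cytochrome P450 enzymes changed in the RNA sequencing, and here 1 of 11 tested genes, CYP26A1, passed an adjusted p of 0.05.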

Other observations

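The tests of splits and of genes at 0 in a whole group were chosen after the results were seen. The limma tests of the genes that respond to LPS and NF-κB and of the genes the paper names were planned. Counts of genes and lists were compared between the splits of the 6 samples into 3 and 3. The real split was the only 1 of the 10 that gave as many genes past 0.05, as many lists past 0.05, as many over-represented pathways, as small a p for the retinol metabolism list and as many genes at 0 in a whole group. In the other 9 splits there were 0 or 1 genes past 0.05 (301 to 400 at an unadjusted p, against 2861 in the real split), at most 4 lists and 0 over-represented pathways, and the smallest p of the retinol metabolism list was 0.0799. With 10 splits, the share cannot fall under 0.1.

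In 19 genes, every sample of a group was listed at 0 FPKM and every sample of the other group at 1 FPKM or more, against at most 7 genes in any other split. PENK, IL8, FOXI3 and CD59, named after their values were seen except for IL8, were listed at 0 in the controls, and BICD2, SLK and VCAN, also named afterwards, at 0 after LPS. Without a genome build or reads, a variant of the reference or a difference in transcript assignment was not tested, and no biological explanation was tested.

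Among genes that respond to LPS and NF-κB, IL8 was listed at 2.11, 1.60 and 1.88 FPKM after LPS and at 0 in every control sample. IRF7 rose from 1.90 ± 0.0971 to 4.25 ± 0.642 FPKM (adjusted p = 0.00988 by limma, n = 3 and 3), and NFKBIZ from 2.13 ± 0.227 to 3.54 ± 0.486 FPKM (adjusted p = 0.0445 by limma, n = 3 and 3). The call of NFKBIZ was lost in each of the 6 fits that left out 1 sample. Of the genes of the list, 3 of 16 passed 0.05 and 4 adjusted over the list alone.

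The paper reports several genes in chick phalanges and MC3T3-E1 cells, and their values in HH10 embryos were as follows. RUNX2 had a log2 fold change of 0.25 (adjusted p 0.262), SPARC of −0.016 (0.755), BGLAP of 0.40 (0.448), COL1A2 of 0.30 (0.616), PHOSPHO1 of 0.15 (0.820), CRABP2 of −0.051 (0.618), FABP5 of −0.097 (0.217), CD9 of −0.014 (0.974) and TNFRSF11B of 0.0015 (0.996). For the NF-κB pathway, RELA had 0.31 (0.213), NFKBIA 0.097 (0.512) and MYD88 −0.079 (0.699). When 1 sample was left out, the log2 fold change ran from 0.11 (without control sample 3) to 0.68 (without control sample 2) for BGLAP, from 0.19 (without control sample 3) to 0.63 (without LPS sample 1) for COL1A2, which was tested in 3 of these fits, from 0.029 (without control sample 3) to 0.15 (without control sample 1) for NFKBIA and from −0.14 (without LPS sample 3) to −0.043 (without LPS sample 1) for MYD88. RELA had 0.20 without control sample 2. SPARC reversed without LPS sample 1 (0.0015), PHOSPHO1 without control sample 1 (−0.18), and CRABP2 and CD9 without control sample 2 (0.0068 and 0.13). TNFRSF11B ran from −0.11 (without control sample 1) to 0.080 (without LPS sample 2). With columns scaled to a common sum, SPARC and FABP5 were lower with adjusted p under 0.05 (−0.12, adjusted p 0.0173, and −0.19, adjusted p 0.0240), and over their alternatives the adjusted p ranged from 0.0173 to 0.981 for SPARC and from 0.0240 to 0.445 for FABP5. The retinaldehyde dehydrogenase genes ALDH1A1 and ALDH1A2 had 0.43 (0.0620) and 0.13 (0.136). ALDH1A2 had 0.084 without control sample 2, and the adjusted p of ALDH1A1 passed 0.05 without trend (0.0198) and with at least 1 FPKM in every sample (0.0283), with a range of 0.0198 to 0.160 over its alternatives. PCNA had −0.096 (0.0217), and its call was lost in each of the 6 fits that left out 1 sample. TLR4, IL6, TNFSF11 and IBSP were too low to be tested. SP7, ALPL, SPP1, COL1A1, ENPP1, CD63, ALDH1A3, CD14 and TNF were not listed under these symbols.

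GAPDH and ACTB, which the paper used as references, had log2 fold changes of 0.25 (adjusted p 9.36e-04) and 0.088 (0.0122), higher in 3 of 3 LPS-treated samples. With quantile normalization GAPDH had 0.0010, and the direction of ACTB reversed. DLX6, named after its values were seen, was listed at 1.64, 0.31 and 0 FPKM in the controls and at 7.56, 6.55 and 3.06 FPKM after LPS (adjusted p 0.0290).

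The median coefficient of variation between replicates fell from 22.5% (controls) and 23.6% (LPS) in genes of 1 to 2 FPKM to 2.21% and 1.78% above 1000 FPKM.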
